# Glucosamine Downregulates the IL-1β-Induced Expression of Proinflammatory Cytokine Genes in Human Synovial MH7A Cells by *O*-GlcNAc Modification-Dependent and -Independent Mechanisms

**DOI:** 10.1371/journal.pone.0165158

**Published:** 2016-10-24

**Authors:** Akimasa Someya, Takako Ikegami, Koji Sakamoto, Isao Nagaoka

## Abstract

Osteoarthritis (OA) is one of the major joint diseases, and the synovial inflammation is involved in the pathogenesis and progression of OA. Glucosamine (GlcN) is widely used as a dietary supplement for OA, and is expected to exert the antiinflammatory action in OA. However, the detailed mechanism for the antiinflammatory action of GlcN remains poorly understood. In this study, to elucidate the molecular mechanism involved in the GlcN-medicated regulation of synovial cell activation, we comprehensively analyzed the effect of GlcN on the gene expression using a human synovial cell line MH7A by DNA microarray. The results indicated that GlcN significantly downregulates the expression of 187 genes (≤1/1.5-fold) and upregulates the expression of 194 genes (≥1.5-fold) in IL-1β-stimulated MH7A cells. Interestingly, pathway analysis indicated that among the 10 pathways into which the GlcN-regulated genes are categorized, the 4 pathways are immune-related. Furthermore, GlcN suppressed the expression of proinflammatory cytokine genes (such as IL-6, IL-8, IL-24 and TNF-α genes). In addition, GlcN-mediated *O*-GlcNAc modification was involved in the downregulation of TNF-α and IL-8 genes but not IL-6 and IL-24 genes, based on the effects of alloxan, an *O*-GlcNAc transferase inhibitor. Thus, GlcN likely exerts an antiinflammatroy action in OA by suppressing the expression of proinflammatory cytokine genes in synovial MH7A cells by *O*-GlcNAc modification-dependent and -independent mechanisms.

## Introduction

Osteoarthritis (OA) is one of the major joint diseases, which is characterized by cartilage degeneration and osteophyte formation, and accompanied with pain and loss of motion. In the pathogenesis of OA, the aging-related loss of cartilage and the damage to articular cartilage due to accidental injuries and sports are involved [1, 2]. Furthermore, synovitis (synovial inflammation) is associated with the progression of OA [3–5]. During synovial inflammation, synovial cells are activated, and produce proinflammatory cytokines at the local milieu. In this context, it is interesting to note that the severity of OA is correlated with cytokine levels in synovial fluid [6]. Therefore, it is essential to clarify the activation mechanism of synovial cells in the inflammatory synovial tissues for elucidateing the pathogenesis and progression of OA.

Glucosamine (GlcN), a naturally occurring amino monosaccharide, is widely used as a dietary supplement for OA [7–12]. Since GlcN is a component of glycosaminoglycans (GAGs), such as hyaluronic acid (a major constituent of cartilage, connective tissue and synovial fluid), GlcN is estimated to act as a component of GAGs, and contribute to maintaining the structure and function of joints [13, 14]. In addition to its role as a component of GAGs, GlcN exhibits an antiinflammatory action *in vitro* and *in vivo* [15–19]; GlcN suppresses the production of inflammatory mediators such as nitric oxide (NO), prostagrandin (PG) E_2_ and interleukin (IL)-8 by chondrocytes [20–22] and synovial cells [23]. These observations suggest that GlcN exerts the antiinflammatory action on chondrocytes and synovial cells, thereby exhibiting the protective action on OA. However, the detailed mechanism for the antiinflammatory action of GlcN remains poorly understood.

GlcN is incorporated into cells mainly by glucose transporter-2 [24], and converted to uridine diphosphate-*N*-acetylglucosamine (UDP-GlcNAc) via the hexosamine biosynthetic pathway. UDP-GlcNAc is then used for synthesis of glycosaminoglycans. In addition, UDP-GlcNAc is used as a donor substrate by *O*-linked-*N*-acetylglucosamine (*O*-GlcNAc) transferase (OGT), which catalyzes the transfer of *O*-GlcNAc to a hydroxy group of serine and threonine residues in the target proteins [25, 26]. Notably, *O*-GlcNAc modification is one of the principal post-transcriptional modifications, which regulates several cellular functions, including gene expression, signal transductions and subcellular localization of proteins [25–27]. Thus, GlcN is expected to be utilized for the *O*-GlcNAc modification of target proteins, and modulates the cellular functions [28–31].

Previously, we revealed using human umbilical vein endothelial cells (HUVECs) that GlcN suppressed the TNF-α-induced expression of an adhesion molecule (intercellular adhesion molecule-1; ICAM-1) and a chemokine (monocyte chemoattractant protein-1; MCP-1) [32]. Importantly, the suppressive effect of GlcN on ICAM-I and MCP-1 was abrogated by an OGT inhibitor, alloxan [32]. In addition, GlcN inhibited the TNF-α-induced phospholylation of p38 mitogen-activated protein kinase (p38MAPK) and nuclear factor-κB (NF-κB), and the effect of GlcN was also abrogated by alloxan [32]. These observations suggest that GlcN is likely to suppress the expression of ICAM-I and MCP-1, and exert the antiinflammatory action by inhibiting the activation (phospholylation) of p38MAPK and NF-κB via the *O*-GlcNAc modification.

To further elucidate the molecular mechanism for the antiinflammatory actions of GlcN, it is essential to clarify the GlcN-medicated *O*-GlcNAc modification in synovial cells, whose activation is associated with the pathogenesis and progression of OA. Therefore, in the present study, we comprehensively analyzed the effects of GlcN on the gene expression and the *O*-GlcNAc modification in synovial cells by DNA microarray using a human synovial cell line MH7A.

## Materials and Methods

### Reagents

D-Glucosamine hydrochloride was supplied by Koyo Chemical Co., Ltd., (Tokyo, Japan). Human IL-1β was purchased from R & D Systems (Minneapolis, MN, USA); alloxan monohydrate from Sigma Chemical Co. (St. Louis, MO, USA).

### Cells

A human synovial cell line MH7A (RCB1512) [33] was provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT, Japan, and maintained in RPMI-1640 medium (Nacalai Tesque, Kyoto, Japan) containing 10% fetal bovine serum (FBS, Nichirei Biosciences Inc., Tokyo, Japan), 100 units/ml penicillin and 100 μg/ml streptomycin (Nakalai Tesque) at 37°C in 5% CO_2_.

### Quantification of cytokines

MH7A cells (6 × 10^4^ cells/well) were seeded in 24-well plates and cultured overnight at 37°C. After changing the medium to serum- and antibiotics-free RPMI1640, cells were incubated in the presence or absence of GlcN (5mM) for 2.5 h, and then stimulated with 15 pg/ml IL-1β for 13 h. Thereafter, the supernatants were collected, centrifuged at 300 × g for 10 min, and stored at -80°C. Concentrations of IL-6, IL-8 and TNF-α in the supernatants were measured using a DuoSet ELISA Development System (R & D Systems, Minneapolis, MN, USA), according to the manufacturer’s instruction. In some experiments, cells were preincubated with 5 mM alloxan for 30 min, and then incubated with 2 mM alloxan and 5mM GlcN for 2.5 h, followed by stimulation with IL-1β for 13 h. Moreover, to evaluate the dose-dependent effect of GlcN on IL-8 expression, MH7A cells (2 × 10^4^ cells/well) in 48-well plates were preincubated with GlcN (1, 2 or 5 mM) for 2.5 h, and then stimulated with IL-1β.

In a preliminary experiment, MH7A cells were incubated with GlcN (5 mM) for 6–48 h, and then the level of *O*-GlcNAc modification was evaluated by western blotting (as described below). The results indicated that GlcN-mediated *O*-GlcNAc modification reached a maximum at 15 h after the incubation (S1 Fig). Therefore, in this study, MH7A cells were treated with GlcN for total incubation period of 15.5 h.

### Western blot analysis

MH7A cells (3 × 10^5^ cells/well) seeded in 6-well plates were incubated with GlcN and/or alloxan, and stimulated with IL-1β as described above. After washing twice with PBS, cells were harvested and lysed in PBS containing 0.1% Triton X-100, 0.5% sodium dodecyl sulfate (SDS) and protease inhibitor cocktail (Roche Diagnostics, Mannheim, Germany). The lysates were mixed with SDS-polyacrylamide gel electrophoresis (PAGE) sample buffer (62.5 mM Tris-HCl, pH6.8, 2%SDS, 10% glycerol, 0.05% bromphenol blue, and 5% 2-mercaptoethanol), and applied to SDS-PAGE in 8% gels (~15 μg protein/lane). Thereafter, separated proteins were electroblotted onto polyvinylidine fluoride membranes (Immobilon-P; Millipore, Billerica, MA, USA). After incubation with Blocking One (Nacalai Tesque), blots were probed with mouse anti-*O*-GlcNAc monoclonal antibody (CTD110.6; Covance, Berkeley, CA, USA), rabbit anti-ADAMTS (adisintegrin and metalloproteinase with thrombospondin motifs)-1 antibody (ab39194, abcam, Cambredge, UK) or rabbit anti-ADAMTS-12 antibody (H-142, Santa Cruz Biotechnology, Dallas, USA). The membranes were further probed with HRP-conjugated goat anti-mouse IgG/IgM (Chemicon International, Temecula, CA, USA) or HRP-conjugated goat anti-mouse IgG (Chemicon International). The signals were detected using SuperSignal chemiluminescent substrate (Thermo Scientific, Lockford, IL, USA), and quantified using LAS3000 luminescent image analyzer (Fujifilm, Tokyo, Japan) and MultiGauge software (Fujifilm). Thereafter, the blots were stripped using WB Stripping Solution Strong (Naclai Tesque), and glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was detected with mouse anti-GAPDH monoclonal antibody (MAB374, Chemicon Interntional) and HRP-conjugated goat anti-mouse IgG/IgM. The protein contents were determined with BCA Protein Assay Kit (Thermo Scientific).

### Cytotoxicity assay

Cytotoxic effects of GlcN and alloxan were assessed by the release of lactate dehydrogenase (LDH). MH7A cells seeded in 24-well plates were incubated with GlcN and/or alloxan and then stimulated by IL-1β, as described above. Culture supernatants were collected and the LDH activity was measured using an LDH Cytotoxicity Detection Kit (Takara Bio Inc., Shiga, Japan), according to the manufacturer’s instruction. Data was expressed as % of the total LDH activity, which was measured using the supernatants of 1% Triton X-100-treated cell lysates.

### DNA microarray analysis

MH7A cells in 6-well plates were incubated with GlcN and/or alloxan, and stimulated with IL-1β as described above. Thereafter, the cells were harvested, and total RNA was purified using a QIA shredder (QIAGEN, GmbH, Hilden, Germany) and an RNeasy plus mini kit (QIAGEN) according to the manufacturer’s instructions, and stored at -80°C. Single-stranded cDNA was generated from the *in vitro* transcribed cRNA using an Ambion^®^ WT Expression kit (Life Technologies, Carlsbad, CA, USA), and then fragmented and biotinylated with a WT Terminal Labeling Kit (Affymetrix Inc., Santa Clara, CA, USA), according to the manufacturer’s instruction. The labeled cDNA was hybridized with a Human Gene 1.0 ST Array, which contained probe sets of 28,869 annotated genes (Affimetrix^®^ Inc., Santa Clara, CA, USA). The arrays were washed and stained in a GeneChip Fluidics Station 450 (Affymetrix Inc.), according to the manufacturer’s protocol. Thereafter, scanning was carried out with GeneChip Scanner 3000 7G, and scanned images were collected to CEL files by GeneChip operating software (GCOS, Affymetrix Inc.). Then, the background adjustment, normalization and probe summarization of data were processed using robust multiarray average (RMA) algorithm on an Affymetrix Expression Console Software (Affymetrix Inc.). The experiments were repeated 3 times. Data analysis was performed with a GeneSpring GX 12.0 Software (Agilent Technologies, Santa Clara, CA, USA), and statistical significance was determined by Student’s *t*-test. To understand the biological functions of GlcN from the DNA microarray data, ≤1/2-fold downregulated and ≥2-fold upregulated gene by GlcN (*p*<0.05) were selected, and pathway enrichment analysis was performed using a MetaCore Software (Thomson Reuters, New York, NY, USA). The raw microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO; http://ncbi.nlm.nih.gov/geo) and is accessible through GEO Series accession number GSE72575.

### Quantitative real-time reverse transcription (RT)-PCR

MH7A cells (2.5 × 10^6^ cells/well) seeded in 100-mm dishes were cultured overnight, incubated with GlcN and/or alloxan, and stimulated with IL-1β, and then total RNA was isolated from the cells as described above.

First-strand cDNA was synthesized by reverse transcription of total RNA (250 ng) using a ReverTra Ace qPCR RT Master Mix (Toyobo Co., Ltd, Osaka, Japan), according to the manufacturer’s instruction. Quantitative real-time PCR was performed using ABI Prism 7500 Fast Real Time PCR Systems with a Fast SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA). The sequences and concentrations of primers were shown in S1 Table. Thermal cycling conditions were 20 sec at 95°C, and 40 cycles of 3 sec at 95°C and 30 sec at 60°C. Cycle threshold (Ct) values were calculated by sequence detection system (SDS) software (Applied Biosystems). Results were normalized to the expression of 18S rRNA.

### Statistical analysis

Data were expressed as mean ± standard error. Statistical significance was determined by Student’s *t*-test (GeneSpring GX 12.0 Software) for microarray analysis, and one-way analysis of variance (ANOVA), followed by Turkey’s multiple comparison test (Prism 5, GraphPad Software, San Diego, CA, USA) for other parameters (the data of quantitative RT-PCR and the protein levels). A value of *p*<0.05 was considered to be significant.

## Results

### Effect of GlcN on the IL-8 production and *O*-GlcNAc modification

We previously reported that GlcN inhibits the IL-8 production by IL-1β-stimulated synoviocytes isolated from human synovial tissues [23]. To verify the suppressive effect of GlcN on the IL-8 production by human synovial cells, we first examined the dose-dependent effect of GlcN on IL-1β-induced IL-8 production using a human synovial cell line MH7A. IL-1β stimulation markedly increased the IL-8 level. Importantly, GlcN suppressed the IL-8 level in a dose-dependent manner (60% suppression by 5 mM GlcN, Fig 1A).

**Fig 1:**
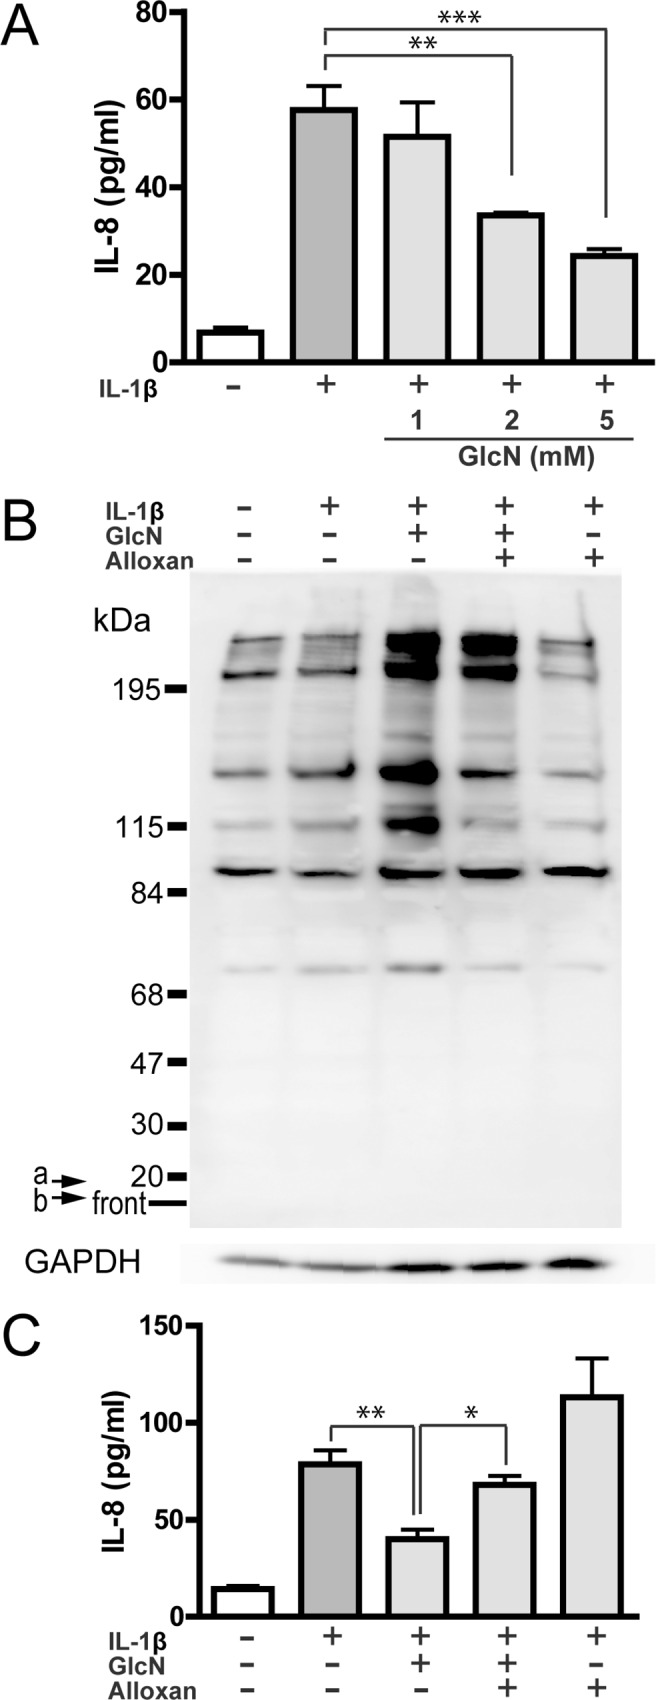
Effect of GlcN on IL-8 production and *O*-GlcNAc modification in MH7A cells. MH7A cells were incubated without (-) or with (+) 15 pg/ml IL-1β for 13h in the absence or presence of GlcN (1, 2 or 5 mM). IL-8 in the culture supernatants was measured by ELISA (A). Data are mean ± S.E. of four to five separate experiments. Values were compared between the absence and presence of GlcN. MH7A cells were incubated without (-) or with (+) 15 pg/ml IL-1β for 13h in the absence or presence of GlcN (5 mM) or GlcN+alloxan. The culture supernatants and cells were recovered, and *O*-GlcNAc-modified proteins and GAPDH (GAPDH) was evaluated by western blotting (B), whereas IL-8 in the culture supernatants was measured by ELISA (C). The image is representative of five separate experiments. Arrows a and b indicated 17 and 8 kDa positions, respectively (B). Data are mean ± S.E. of five separate experiments (C). Values were compared among IL-1β-stimulated cells without or with GlcN or GlcN+alloxan. *p<0.05, **p<0.01, ***p<0.005.

Next, we investigated the effect of GlcN on *O*-GlcNAc modification in MH7A cells by western blotting using an *O*-GlcNAc specific antibody. Basal level of *O*-GlcNAc modification was detected in resting cells, and IL-1β stimulation did not essentially affect the *O*-GlcNAc modification. Importantly, GlcN enhanced the *O*-GlcNAc modification, and alloxan, an *O*-GlcNAc transferase (OGT) inhibitor, effectively suppressed the GlcN-induced *O*-GlcNAc modification (Fig 1B), although alloxan showed no substantial effect on the *O*-GlcNAc modification in IL-1β-stimulated cells. Notably, alloxan abolished the GlcN-induced suppression of IL-8 production (Fig 1C) as well as the GlcN-induced *O*-GlcNAc modification (Fig 1B). These findings suggest that the suppressive effect of GlcN on the IL-8 production is mediated by the GlcN-induced *O*-GlcNAc modification in MH7A cells. During the stimulation with IL-1β or the incubation with GlcN and alloxan of MH7A cells, LDH release was 5.7~7.6% (4 separate experiments), indicating that all these agents are not essentially cytotoxic.

### Alterations of gene expression by GlcN

We next examined the effect of GlcN on gene expression using microarray. Total RNA was isolated from MH7A cells stimulated with IL-1β in the absence or presence of GlcN, and then subjected to microarray analysis using the Affymetrix Human Gene 1.0 ST Array containing 764,885 probes equivalent to 28,869 well-annotated genes.

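MH7A is an established human synovial cell line. The array data came from 15 arrays, 3 for each of 5 conditions, with 1 array of each condition in each of 3 separate experiments. The conditions were resting cells, IL-1β alone at 15 pg/ml for 13 h, and the same stimulation with GlcN, with GlcN and alloxan, or with alloxan alone. GlcN was used at 5 mM, added 2.5 h before IL-1β and present for 15.5 h. Alloxan, used to inhibit the O-GlcNAc transferase OGT, was given at 5 mM for 30 min and then at 2 mM. The values analysed were the log2 signals that the authors computed with RMA, one per transcript cluster. Within an experiment the 5 arrays had nearly equal medians, from 6.18 to 6.21 in experiment 1, from 7.14 to 7.19 in experiment 2 and from 7.49 to 7.54 in experiment 3. The signal level therefore differed between experiments far more than between conditions. Of 33297 transcript clusters, 19460 carried 1 gene symbol, 1754 several and 12083 no listed symbol. The brightest cluster of each symbol was kept where it reached the 20th percentile of its array on at least 3 of the 15 arrays, which left 16872 genes. Conditions were compared with limma on all arrays as 5 group means, without pairing the arrays of an experiment, because the t-test of the methods was unpaired. S4 Table lists normalized values beside the raw ones, and that further normalization, which the paper's text does not describe, was not repeated here. In that fit the differences between experiments counted as error. The standard error of a difference between 2 conditions was 0.596 log2 units for every gene. The variance was pooled over genes, with 168720 total degrees of freedom after moderation. This pooling takes genes as independent, while the level of an experiment moved many genes together, so p-values of that fit are approximate. A second limma fit, set before the data were examined, took the experiment as a block, and its values are given wherever they change a call. It took the spread of all 5 conditions. With the block over only the groups compared, 1 gene passed after adjustment for GlcN, 0 for IL-1β, for alloxan, for alloxan added to GlcN and for GlcN in the presence of alloxan. For GlcN with alloxan against IL-1β alone 124 were higher and 152 lower, and for the interaction 4 and 7. This narrower fit has fewer arrays to estimate the spread, so a gene not passing there is no evidence against a change. For GlcN, its counts at 1.5-fold and an unadjusted p under 0.05 were 200 higher and 194 lower. With the block over all 5 conditions they were 211 and 214. Of 238 tests of gene lists with limma's fry, which asks whether a list's genes move one way on balance, 0 passed in the unblocked fit and 74 with the block. Leaving out 1 array of the unblocked fit unbalances the experiments, whose levels differ. Errors of single genes are the SD of the 3 within-experiment differences, and the number of arrays limits their precision.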

First, the effect of IL-1β-stimulation on MH7A cells was examined. 

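IL-1β shifted the target genes of NF-κB, the transcription factor that IL-1β receptors activate, toward higher expression. Of 32 measured NF-κB targets, 29 had a positive log2 fold change against resting cells, with a median of 0.30. The list lay above the other genes in limma's camera test with a preset correlation (adjusted p = 1.1e-103). The adjusted p = 0.0303 with an estimated correlation, and 0.0778 when the experiment was also a block. For single genes, no NF-κB target passed over all genes in limma. With the block, none passed over all genes and 16 were higher when adjusted over the list alone, against 1 without it. Some list members had been seen in Table 1, so the list is not independent evidence. Among all 16872 genes, 0 were higher and 0 lower at an adjusted p under 0.05 in limma, with or without the block, and 0 in either direction with the methods' t-test after adjustment. At an unadjusted p under 0.05 and 1.5-fold, 3 genes were higher and 0 lower. These counts were 13 and 2 with the experiment as a block.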

IL-1β upregulated 6 genes (≥1.5-fold) and downregulated 1 gene (≤1/1.5-fold) (*p*<0.05) (Table 1). Among the 6 genes, inflammation-related genes, such as TNF receptor superfamily member 9, C3 and IL-6 genes were markedly upregulated by IL-1β (≥2.4-fold). 

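TNFRSF9, a costimulatory receptor of the TNF receptor family, had the largest increase of the 7 genes of Table 1, at 3.79-fold. Its log2 fold change was 1.92 ± 1.00 (SD, n = 3 experiments). Complement component C3 had a fold change of 2.82 and a log2 fold change of 1.50 ± 0.91 (SD, n = 3). IL6 was at 2.37-fold, or 1.24 ± 0.46 (SD, n = 3) on the log2 scale. NFKBIA, which encodes the NF-κB inhibitor IκBα, was at 1.81-fold, NFE2L3 at 1.67-fold and the tight junction gene CLDN1 at 1.60-fold. The spliceosomal RNA gene RNU4-2 was at 0.466-fold. Each of the 7 genes moved in its direction in 3 of 3 experiments. The smallest adjusted p over all genes was 1 in limma and 0.169 with the experiment as a block, so none of them passed after adjustment. Without adjustment, TNFRSF9, C3 and IL6 passed in limma at a p under 0.05, and the other 4 genes did not. With the block, all 7 passed at 1.5-fold and an unadjusted p under 0.05.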

Next, IL-1β-stimulated MH7A cells were incubated with GlcN. Table 2 shows the number of genes, whose expressions were downregulated or upregulated by GlcN. GlcN significantly downregulated 187 genes (≤1/1.5-fold) and 40 genes (≤1/2-fold), and upregulated 194 genes (≥1.5-fold) and 53 genes (≥2-fold) (*p*<0.05). 

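GlcN raised SPX, which encodes the peptide hormone spexin, INHBE, an inhibin subunit, and BEST1, a chloride channel, and lowered CD180, a Toll-like receptor homologue. SPX had a log2 fold change of 3.08 ± 0.49 (SD, n = 3 experiments; limma adjusted p = 0.00259). INHBE changed by 3.05 ± 0.34 (SD, n = 3; limma adjusted p = 0.00259), BEST1 by 2.97 ± 0.09 (SD, n = 3; limma adjusted p = 0.00364) and CD180 by -2.91 ± 0.35 (SD, n = 3; limma adjusted p = 0.00464). These 3 higher genes and 1 lower gene were all that passed over all genes in limma, on the variance pooled over genes. In the blocked fit, 893 genes were higher and 1117 lower. With the block over the compared groups alone, 1 was higher, BEST1, and 0 were lower. At 1.5-fold and an unadjusted p under 0.05, 30 genes were higher and 29 lower, and the same counts were found at 2-fold. With the same standard error for every gene, each gene under that p was also past 2-fold, so the fold bounds removed none. With the block the counts were 211 and 214 at 1.5-fold, and 53 and 51 at 2-fold. The methods' t-test gave 25 higher and 22 lower at 1.5-fold, and after adjustment 0 in either direction. None of the 4 genes passed in limma without GlcN array 2 or without GlcN array 3. SPX, INHBE and BEST1 were also lost without IL-1β array 1, and CD180 without GlcN array 1 or IL-1β array 2. Each of these fits unbalances the experiments.

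The largest coordinated increase was in targets of ATF4, the transcription factor of the amino acid response. Of 34 measured targets, 32 had a positive log2 fold change, with a median of 1.07 (camera adjusted p = 3.5e-128; adjusted p = 0.02 with an estimated correlation). With the experiment as a block 28 were higher and 1 lower, and 31 and 2 when adjusted over the list alone. Without the block none passed over all genes, and 10 were higher when adjusted over the list alone. SLC6A9, a glycine transporter, had a log2 fold change of 2.43 ± 0.12 (SD, n = 3), and DDIT3, a stress transcription factor, 2.22 ± 0.46 (SD, n = 3). ALDH1L2, a mitochondrial folate enzyme, was at 1.98 ± 0.26 and ASNS, asparagine synthetase, at 1.86 ± 0.35 (SD, n = 3). Of 29 genes of the unfolded protein response and ER chaperones, 26 had a positive change, with a median of 0.46 (camera adjusted p = 8.1e-36; adjusted p = 0.281 with an estimated correlation). With the block, 23 of them were higher and 1 lower (25 and 1 adjusted over the list alone), and the adjusted p was 0.0128 with an estimated correlation. Among them were HERPUD1, a gene of ER-associated degradation, at 1.52 ± 0.33 (SD, n = 3), and the chaperone HYOU1 at 1.07 ± 0.06 (SD, n = 3). Values of many of these genes had been seen in S3 Table, so the lists are not independent evidence of direction.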

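Several gene groups had mostly negative log2 fold changes with GlcN. Of 28 immediate early and ERK feedback genes, 5 had a positive value, with a median of -0.48 (camera adjusted p = 1.5e-19; adjusted p = 0.472 with an estimated correlation). Blocked by experiment, 0 were higher and 15 lower (18 lower adjusted over the list alone; adjusted p = 0.0128 with an estimated correlation). They included IER3, an early stress response gene, at -1.23 ± 0.41 (SD, n = 3 experiments), the growth factor gene HBEGF at -1.00 ± 0.07, the transcription factor gene KLF10 at -0.95 ± 0.07 and the ERK phosphatase gene DUSP5 at -0.86 ± 0.06 (SD, n = 3 each). None of 26 hypoxia and glycolysis genes had a positive value, and the median was -0.28 (camera adjusted p = 3.2e-14; adjusted p = 0.628 with an estimated correlation). With the block 15 of them were lower and 0 higher, and 23 were lower when adjusted over the list alone (adjusted p = 0.238 with an estimated correlation and the block). Of 81 C/D box snoRNAs, which guide methylation of ribosomal RNA, 4 had a positive value and the median was -0.42 (camera adjusted p = 1.5e-44; adjusted p = 0.281 with an estimated correlation). With the block 31 were lower and 0 higher, and 36 were lower adjusted over the list alone (adjusted p = 0.25 with an estimated correlation and the block). In experiments 1, 2 and 3 the snoRNA median was -0.377, -0.864 and -0.105, so the largest decrease lay in experiment 2. Of 23 YAP/TAZ targets, 15 were lower and 1 higher with the block (16 and 1 adjusted over the list alone; median -0.29; adjusted p = 0.659 with an estimated correlation, and 0.0477 with the block). Without the block no member of these 4 groups passed in limma, over all genes or over its list alone. Some of their values had been seen in S2 Table.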

The genes downregulated and upregulated by GlcN are listed in S2 Table and S3 Table, respectively, as gene symbols. In addition, their detailed data from the microarray analysis are described in S4 Table.

**Table 1:** Genes regulated by IL-1β.

Gene symbols	Regulation (Up or Down)	Fold change	Gene tytles
TNFRSF9	Up	3.5	tumor necrosis factor receptor superfamily, member 9
C3	Up	2.8	complement component 3
IL6	Up	2.4	interleulin-6
NFKBIA	Up	1.8	I-kappa-B-alpha
CLDN1	Up	1.6	claudin-1
NFE2L3	Up	1.6	nuclear factor 3
RNU4-2	Down	0.51	RNA U4 small nuclear 2

DNA microarray experiments were repeated three times. Gene expression levels were compared between IL-1β-unstimulated and stimulated cells. Fold change was calculated as the ratio of IL-1β-stimulated signal to unstimulated signal. Significantly upregulated or downregulated genes (≥1.5-fold or ≤1/1.5-fold, *p*<0.05) are listed.

**Table 2:** Number of GlcN-regulated genes.

**Downregulated (GlcN/Control)**	**Number of genes**
≤1/1.5-fold	187
≤1/2-fold	40
**Upregulated (GlcN/Control)**	**Number of genes**
≥1.5-fold	194
≥2-fold	53

Gene expression levels were compared between the IL-1β-stimulated cells without and with GlcN treatment. Fold change was calculated as the ratio of GlcN-treated signal (GlcN) to nontreated signal (Control). Number of genes significantly downregulated (≤1/1.5-fold or ≤1/2-fold, *p*<0.05) or upregulated (≥1.5-fold or ≥2-fold, *p*<0.05) by GlcN are listed.

Next, GlcN-regulated 93 genes (40 downregulated genes, ≤1/2-fold and 53 upregulated genes, ≥2-fold; Table 2) were subjected to pathway analysis as shown in Table 3. 

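PHGDH, the first enzyme of serine synthesis, had a log2 fold change of 1.36 ± 0.09 with GlcN (SD, n = 3 experiments), and PSAT1, which acts after it, 1.35 ± 0.39 (SD, n = 3). PSPH, the last enzyme of that route, was at 0.38 ± 0.22 (SD, n = 3) and did not pass with the experiment as a block (limma adjusted p = 0.0506). Of 17 measured genes of glycine, serine, cysteine and threonine metabolism, 11 had a positive change and the median was 0.048 (camera adjusted p = 1.9e-06; adjusted p = 0.723 with an estimated correlation). Blocked, 5 were higher and 0 lower, and 6 were higher adjusted over the list alone. Of 15 genes of methionine metabolism, 1 was higher and 1 lower with the block, over all genes and over the list alone (camera adjusted p = 0.601). The higher gene of methionine metabolism was CTH, the cystathionine cleaving enzyme, at 1.07 ± 0.46 (SD, n = 3), and the lower one was MAT2A, which makes S-adenosylmethionine, at -0.48 ± 0.07 (SD, n = 3). Of 25 genes of IL-1 signalling, 2 were higher and 2 lower with the block (2 and 4 adjusted over the list alone; camera adjusted p = 0.118). Among these, TRAF6, a signal adaptor, had a log2 fold change of 0.66 ± 0.32 (SD, n = 3) and the kinase gene MAP2K3 one of -0.61 ± 0.08 (SD, n = 3). Of 21 genes of IL-6 signalling, 1 was higher and 8 lower with the block (2 and 8 adjusted over the list alone; camera adjusted p = 0.137). The higher gene was CEBPB, a transcription factor gene that is also in the ATF4 list, at 1.46 ± 0.11 (SD, n = 3). Without the block, no gene of these 4 groups passed in limma, over all genes or over its list alone. The 4 lists were compiled from general knowledge under the names of the pathways, whose genes the paper's text does not list. They need not hold the same genes as those pathways. CBS, which S3 Table lists as raised by GlcN, was not the methionine gene called higher. The counts for methionine metabolism are therefore no evidence against the paper's pathway result.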

The results indicated that GlcN-regulated genes are mainly categorized into 4 immune response-related pathways and 4 amino acid metabolism in MH7A cells.

**Table 3:** Pathway analysis of the GlcN-regulated genes.

Pathways	*p*-value
Immune response IL-1 signaling pathway	0.00033
Glycine, serine, cysteine and threonine metabolism	0.00053
Glycine, serine, cysteine and threonine metabolism/Rovent version	0.00056
Apoptosis and survival endoplasmic reticulum stress response pathway	0.00057
Immune response IL-6 signaling pathway	0.0036
Immune response signaling pathway mediated by IL-6 and IL-1	0.0039
Methionine metabolism	0.005
Immune response MIF in innate immunity response	0.0068
Development growth hormone signaling via PI3K/AKT and MAAPK cascade	0.0075
Methionine-cysteine-glutamate metabolism	0.0078

GlcN-downregulated 40 (≤1/2-fold, *p*<0.05) and upregulated 53 (≥2-fold, *p*<0.05) genes in S1 and S2 Tables were subjected to enrichment pathway analysis. The top 10 pathways are shown in the order of *p*-values.

Furthermore, the effect of GlcN on the expression of proinflammatory and antiinflammatory cytokine genes were evaluated, based on the microarray data. Table 4 shows that the expression of proinflammatory cytokine genes (such as IL-6, IL-24 and TNF-α genes) was significantly downregulated by GlcN. 

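IL6 was lower with GlcN in 3 of 3 experiments, with a fold change of 0.476 and a log2 fold change of -1.07 ± 0.39 (SD, n = 3). IL24, a cytokine of the IL-10 family, was at 0.534-fold, or -0.91 ± 0.32 (SD, n = 3) on the log2 scale, and TNF at 0.809-fold, or -0.31 ± 0.21 (SD, n = 3), each negative in 3 of 3 experiments. In limma the adjusted p was 1 for each of the 3 genes. With the block, IL6 (limma adjusted p = 0.00518) and IL24 (limma adjusted p = 0.000792) passed and TNF did not (limma adjusted p = 0.0639). Over the compared groups alone, with fewer arrays to estimate the spread, none of the 3 passed. Without GlcN array 1, which unbalances the experiments, the TNF value turned to 0.24. Of 15 measured proinflammatory cytokine genes of Table 4, 5 had a positive log2 fold change and the median was -0.009 (camera adjusted p = 0.00787; adjusted p = 0.889 with an estimated correlation, and 0.198 for camera with the block). With the block 0 were higher and 2 lower over all genes, and 3 were lower adjusted over the list alone, a list that the study chose and is not independent evidence. Of 32 NF-κB targets 5 had a positive value, with a median of -0.20 (camera adjusted p = 2.8e-10; adjusted p = 0.723 with an estimated correlation). With the block 9 of these were lower and 0 higher (13 lower adjusted over the list alone), and without it none. They included TNFAIP3, an inhibitor of NF-κB signalling, at -1.09 ± 0.23 (SD, n = 3), and the mitochondrial superoxide dismutase gene SOD2 at -0.67 ± 0.27 (SD, n = 3).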

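The IL-8 gene CXCL8 had a fold change of 0.771 with GlcN. Its log2 fold change was -0.38 ± 0.28 (SD, n = 3 experiments), and it was negative in 3 of 3 experiments. The adjusted p was 1 in limma and 0.328 with the experiment as a block. The difference was thus not distinguishable from the spread in either fit.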

The expression of IL-8 mRNA was slightly downregulated by GlcN (Table 4) (*p* = 0.18), although the IL-1β-induced increase of IL-8 was significantly inhibited by GlcN (Fig 1A). In contrast, the expression of antiinflammatory cytokine genes (such as IL-4, IL-10, IL-13 and TGF-β) was not substantially affected by GlcN. Thus, GlcN is likely to exert an antiinflammatroy action on synovial cells by suppressing the proinflammatory genes rather than the antiinflammatory genes.

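Of the antiinflammatory cytokine genes, IL10, IL13 and TGFB1 were among the genes tested, and IL4 was not. IL10 had a log2 fold change of 0 in each experiment. IL13 had one of 0.008 ± 0.014 (SD, n = 3). No detection call was used, so whether IL10 and IL13 were expressed at a measurable level is unknown. Their values near 0 are therefore not shown to be a measured absence of change. TGFB1 was at 0.846-fold, or -0.24 ± 0.15 (SD, n = 3) on the log2 scale, and was lower in 3 of 3 experiments. Without GlcN array 1 it turned to 0.17 on that scale, and without IL-1β array 3 to 0.019, each of which unbalances the experiments. Its limma adjusted p was 1, and 0.0601 with the experiment as a block. When adjusted over these 3 genes alone, 0 passed in limma without the block and 1 was lower with it.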

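The paper reasons from Table 4 in this way. The genes of IL-6, IL-24 and TNF-α were lower with GlcN, and those of the antiinflammatory cytokines were not substantially changed. From this contrast it proposes that GlcN likely acts against inflammation by suppressing proinflammatory rather than antiinflammatory genes. Besides the genes of IL-6, IL-24, TNF-α and IL-8, 11 proinflammatory genes of Table 4 were measured. Their log2 fold changes were -0.049 ± 0.084 for IL1B, 0.09 ± 0.04 for IL15 and -0.19 ± 0.26 for IL18 (SD, n = 3 experiments each). IL12B was at 0.032 ± 0.056, and IL12A at 0 in each experiment. IL17A was at -0.041 ± 0.14, IL17B at 0.025 ± 0.059, IL17C at 0.05 ± 0.19 and IL17D at 0.14 ± 0.12 (SD, n = 3 each), and IL17F at 0 in each experiment. CSF3 was at -0.009 ± 0.18 (SD, n = 3), and its sign turned positive when the arrays were normalized again. The signs of IL17A, IL17C and CSF3 turned with the block and an experiment left out, and without 1 array, which unbalances the experiments, the sign of each of the 9 genes not at 0 turned. None of these 11 genes passed in limma, with or without the experiment as a block. Whether IL12A and IL17F, at 0 in each experiment, were expressed at a measurable level is likewise unknown.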

**Table 4:** Effect of GlcN on the expression of cytokine genes.

**Proinflammatory cytokines**		
**Genes**	**Fold change (GlcN/Control)**	***p*-value**
IL-1β	0.9	0.23
IL-6	0.46	0.02*
IL-8	0.76	0.18
IL-12	1.03	0.61
IL-15	1.09	0.57
IL-17A	1.02	0.86
IL-17B	1	0.99
IL-17C	1.06	0.59
IL-17D	1.09	0.44
IL-17F	1.01	0.68
IL-18	0.84	0.22
IL-21	1.07	0.22
IL-22	1.08	0.16
IL-24	0.54	0.02*
TNF-α	0.8	0.04*
IFNγ	1.03	0.32
G-CSF	0.96	0.65
**Antiinflammatory cytokines**		
**Genes**	**Fold change (GlcN/Control)**	***p*-value**
L-4	0.99	0.73
IL-10	1.05	0.27
IL-13	1.03	0.72
TGF-β	10.84	0.08

Pronflammatory and antiinflammatory cytokines were selected, and the expression was compared between the IL-1β-stimulated cells without and with GlcN treatment. Fold change was calculated as the ratio of GlcN-treated signal (GlcN) to nontreated signal (Control).

*p<0.05.

### Effect of alloxan on GlcN-induced alterations of gene expression

GlcN is incorporated into the cells and utilized for the *O*-GlcNAc modification of target proteins by the action of OGT [25, 28, 30–32, 34]. Thus, to understand a role of *O*-GlcNAc modification in GlcN-induced alterations of gene expression, the effect of OGT inhibitor, alloxan, was evaluated. Fig 2 shows the effects of alloxan on the expression of GlcN-downregulated (≤1/1.5-fold) and upregulated (≥1.5-fold) genes (shown in Table 2). 

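For each gene lowered by GlcN, the change from IL-1β alone with both GlcN and alloxan was divided by the change with GlcN, both on the log2 scale. A negative ratio is a change in the other direction, so that a ratio under 1 is a smaller change only where it is also above -1. In 44 of 48 rows of S4 Table read here, the listed ratio equals that of the listed raw signals instead. Of the 187 entries of S2 Table, 168 were matched to genes tested here, and 84 of them (50%) had a ratio under 1. Of these, 2 were under 0, EGR1, an immediate early transcription factor gene, and IGKC, and that of EGR1 was also under -1. Both were named after their values were seen. GlcN did not lower the IGKC cluster kept here, so its negative ratio is no reversal of a decrease, although it is counted among the 84. The median ratio of all 168 genes was 0.999. The share varied between experiments with an SD of 7.23 percentage points. It was 17.3% without GlcN array 1 or without the array 3 of GlcN with alloxan, 84.5% without GlcN array 3 and 90.5% without the array 1 of GlcN with alloxan. In these fits the experiments were unbalanced and their levels differ, so the values do not measure how stable the share is. In limma, none of the 168 genes differed between GlcN with alloxan and GlcN alone over all genes, and 1 did at an unadjusted p under 0.05. In the blocked fit, 21 were higher with alloxan and 17 were lower still, and over the compared groups alone 0 were higher. With the block and an experiment left out, the share lay from 47.0% to 53.6%, and with the ratio on signals before the log, chosen after the values were seen, it was 53.0%. The table was chosen on the same GlcN arrays, so these shares are not independent of that choice.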

Among the 187 downregulated genes, the expression of 100 genes (53.4%) was restored by alloxan, based on the ratio (<1.0) (the changes of mRNA expression in the presence of both GlcN and alloxan/the changes in the presence of GlcN) (Fig 2A, S5 Table). Moreover, among 194 upregulated genes, the expression of 139 genes (71.6%) was restored by alloxan, based on the ratio (<1.0) (Fig 2B, S6 Table). These observations likely suggest that among the GlcN-downregulated or upregulated genes, the expression of more than 50% of the genes is mediated by *O*-GlcNAc modification.

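Of the 194 entries of S3 Table, 177 were matched to genes tested here, and 124 of them (70.1%) had a ratio under 1, with a median ratio of 0.83. Of these, 2 were under 0, ADGRL3 and DPH6, named after their values were seen, and the others had a smaller increase when alloxan was present. The SD of the share over the 3 experiments was 12.2 percentage points. It was 23.7% without the array 1 of GlcN with alloxan, 41.8% without GlcN array 3 and 93.8% without GlcN array 1. Again the experiments were unbalanced in these fits, so the values do not measure how stable the share is. With the block and an experiment left out, which keeps the experiments balanced, the share lay from 63.8% to 75.1%. On signals before the log it was 68.4%. Whether it differs from the share of the lowered genes was not tested. None of the 177 differed between GlcN with alloxan and GlcN alone over all genes in limma, and 3 did at an unadjusted p under 0.05. In the blocked fit, 47 were lower with alloxan and 3 were higher, and over the compared groups alone 0 were lower. With alloxan added to GlcN, the ATF4 targets had a median log2 change of -0.22, and 6 of 34 were positive (camera adjusted p = 8.5e-13; adjusted p = 0.978 with an estimated correlation). With the block 7 were lower and 0 higher, and 12 were lower adjusted over the list alone. Against IL-1β alone they still had a median of 0.91 with GlcN and alloxan.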

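The paper takes a gene as restored when the ratio of its change with both GlcN and alloxan to its change with GlcN is under 1. It reasons that alloxan inhibits OGT, that the shares of restored genes lie above 50%, and proposes that O-GlcNAc modification mediates the expression of these genes. A ratio near 1 falls on either side with small differences, since it has no test of its own. Whether the effect of GlcN differs with alloxan was tested by the interaction, for which 0 genes passed in limma and 1 was higher and 0 lower at an unadjusted p under 0.05. With the experiment as a block 2 genes were higher and 10 lower, of which 2 are in S2 Table and 8 in S3 Table. Leaving out any 1 experiment of the blocked fit, 0 genes passed in either direction. GDF15, a stress-induced cytokine, had a log2 fold change of 0.96 with GlcN alone and -0.55 with GlcN in the presence of alloxan (interaction adjusted p = 0.00515 in limma with the block). IL20RB, a receptor chain for IL-24, had 2.24 and 0.60 (interaction adjusted p = 0.0112 in limma with the block). Both genes were chosen after their values were seen. GDF15 was also among the ATF4 targets with the smallest p for alloxan without GlcN, and its interaction includes that change.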

**Fig 2:**
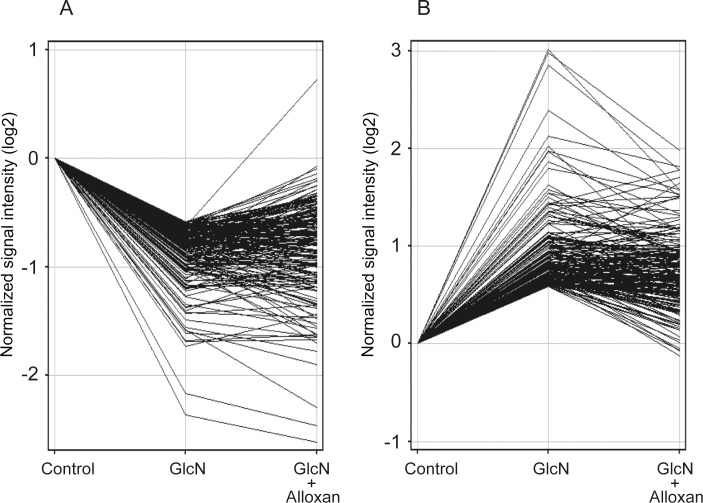
Effect of alloxan on GlcN-mediated change of gene expression. The effect of alloxan on the expression of 187 downregulated genes (≤1/1.5-fold, A) or 194 upregulated genes (≥1.5-fold, B) by GlcN (S2 and S3 Tables) was analyzed by GeneSpring Software using IL-1β-stimulated cells without (Control) or with GlcN or GlcN+alloxan. Data are average of three separate experiments, and gene expression was expressed as a ratio relative to Control.

We further focused on the effect of alloxan on the mRNA expression of proinflammatory cytokines. 

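Compared with IL-1β alone, CXCL8 and TNF had mean values near 0 when GlcN and alloxan were combined, and IL6 and IL24 remained below it. The log2 difference for GlcN and alloxan was -0.054 ± 0.089 for CXCL8 and -0.03 ± 0.16 for TNF (SD, n = 3 experiments). It was -1.12 ± 0.55 for IL6 and -0.59 ± 0.35 for IL24 (SD, n = 3). Adding alloxan to GlcN gave 0.32 ± 0.19 for CXCL8 and 0.31 ± 0.06 for IL24, each positive in 3 of 3 experiments (SD, n = 3). The same step gave 0.28 ± 0.35 for TNF and -0.046 ± 0.36 for IL6, each positive in 2 of 3 experiments (SD, n = 3). Without 1 array the sign of each of the 4 steps turned, that of CXCL8, IL24 and TNF without GlcN array 1, that of IL24 and TNF also without the array 3 of GlcN with alloxan, and that of IL6 without GlcN array 3 or the array 1 of GlcN with alloxan, where the experiments were unbalanced. With the block and an experiment left out, which keeps them balanced, the sign of IL6 alone turned, to 0.15 without experiment 1. None of these 4 steps passed in limma, where each adjusted p was 1, nor with the experiment as a block, where the adjusted p was 0.413 for CXCL8, 0.115 for TNF, 0.925 for IL6 and 0.16 for IL24. Without GlcN, alloxan gave CXCL8 a log2 difference of 0.90 ± 0.30 (SD, n = 3), with a limma adjusted p of 1 and of 0.0186 with the block. In experiments 1, 2 and 3 that difference was 1.241, 0.816 and 0.655, against -0.156, -0.005 and 0 with both agents. CXCL8 was thus lower with GlcN and alloxan than with alloxan alone in each experiment. Its mean near 0 therefore does not by itself show that alloxan removed the GlcN effect. The interaction of GlcN and alloxan had an adjusted p of 1 for each of the 4 genes in limma, and with the block 0.498 for CXCL8, 0.523 for TNF, 0.823 for IL6 and 0.635 for IL24.

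**Figure D1:**
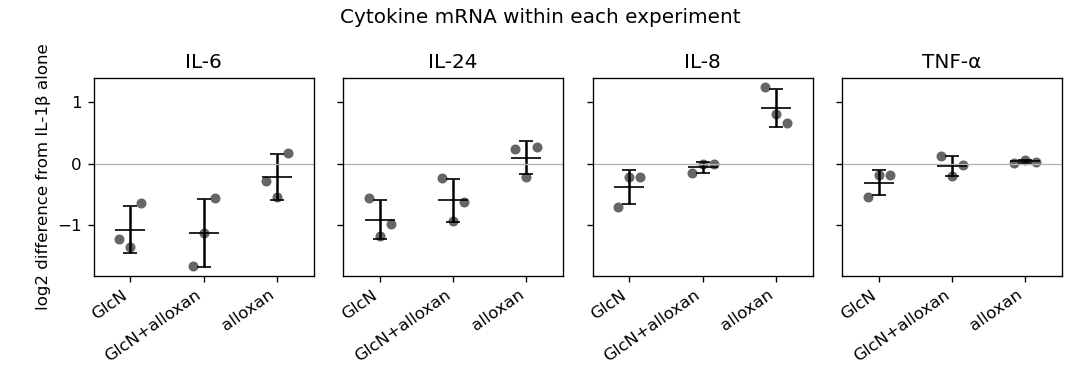
Log2 differences from IL-1β alone within each of the 3 experiments for the genes of IL-6, IL-24, IL-8 and TNF-α in cells given GlcN, GlcN and alloxan, or alloxan. Grey points are the experiments, and black bars the mean with its SD. With GlcN all 3 points of each gene lie below 0, and with alloxan alone the points of IL-8 lie above it.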

The microarray data indicated that the suppressive effect of GlcN on TNF-α and IL-8 genes was abrogated by alloxan (Fig 3A and 3B), whereas that of IL-6 and IL-24 genes was not affected by alloxan (Fig 3C and 3D). Similarly, quantitative RT-PCR indicated that alloxan abrogated the GlcN-downregulated expression of TNF-α and IL-8 mRNA but not IL-6 and IL-24 mRNA (Fig 4). Low threshold cycle (Ct) values of each gene were shown in supplemental table (S7 Table).

**Fig 3:**
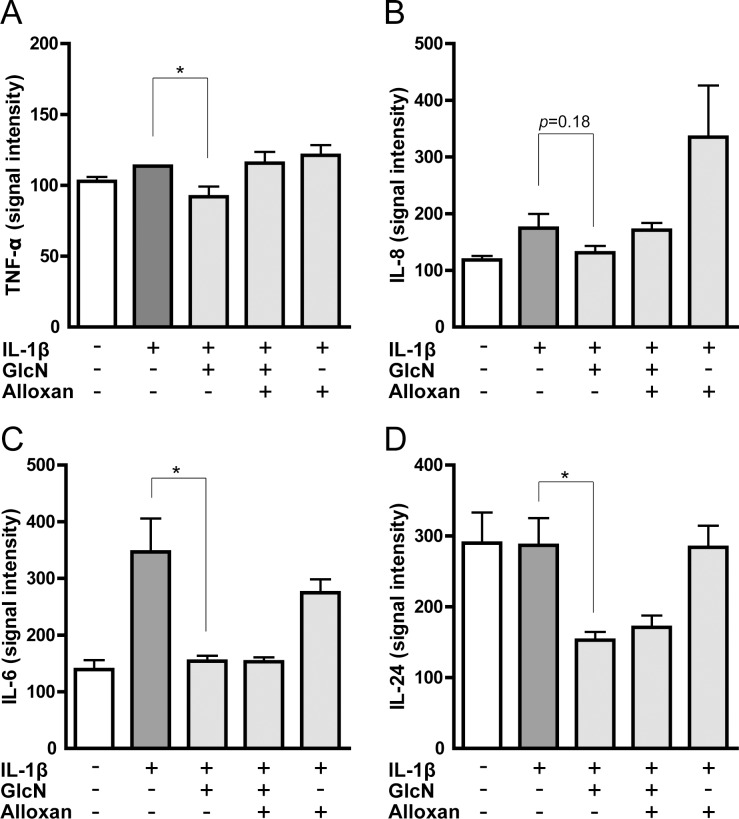
Effects of GlcN and alloxan on the expression of TNF-α, IL-6, IL-8 and IL-24 genes analyzed by microarray. Expression of TNF-α (A), IL-8 (B), IL-6 (C) and IL-24 (D) genes was illustrated based on the microarray data using MH7A cells incubated without (-) or with (+) IL-1β in the absence or presence of GlcN or GlcN+alloxan. Data are mean ± S.E. of three separate experiments. Values were compared between IL-1β-stimulated cells without and with GlcN. *p<0.05.

**Fig 4:**
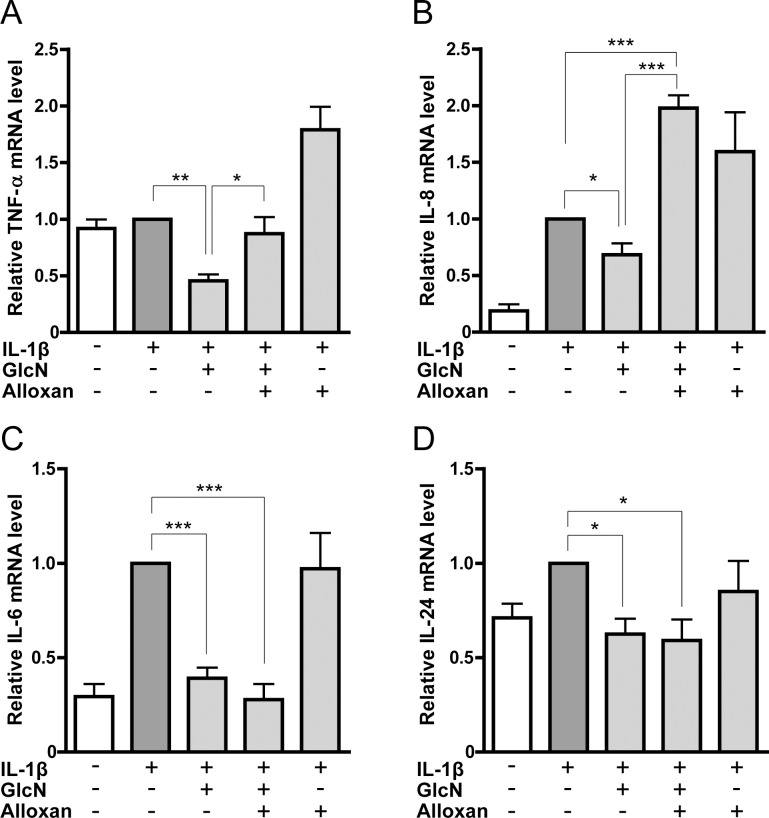
Effects of GlcN and alloxan on the expression of TNF-α, IL-6, IL-8 and IL-24 genes analyzed by quantitative RT-PCR. Expression of TNF-α (A), IL-8 (B), IL-6 (C) and IL-24 (D) genes was illustrated based on the quantitative RT-PCR analysis using MH7A cells incubated without (-) or with (+) IL-1β in the absence or presence of GlcN or GlcN+alloxan. Data are mean ± S.E. of four to eight separate experiments. Values were compared among IL-1β-stimulated cells without or with GlcN, or GlcN+alloxan. *p<0.05, **p<0.01, ***p<0.005.

Finally, we examined the effects of GlcN and alloxan on the levels of IL-6 and TNF-α produced by IL-1β-stimulated MH7A cells. Consistent with the data of microarray and quantitative RT-PCR (Figs 3C and 4C), GlcN suppressed the IL-6 level; however, alloxan did not restore the suppressed level of IL-6 (Fig 5A). In contrast, the level of TNF-α was not essentially affected by GlcN and alloxan (Fig 5B), although GlcN suppressed the level of TNF-α mRNA, and alloxan restored the suppressed level of TNF-α mRNA (Fig 4). Based on the effects of GlcN and alloxan on IL-8 and IL-6 (Figs 1, 3, 4 and 5), GlcN likely suppresses the mRNA and protein levels of proinflammatory cytokines via *O*-GlcNAc modification-dependent (alloxan-restorable) and -independent (alloxan-unrestorable) mechanisms.

**Fig 5:**
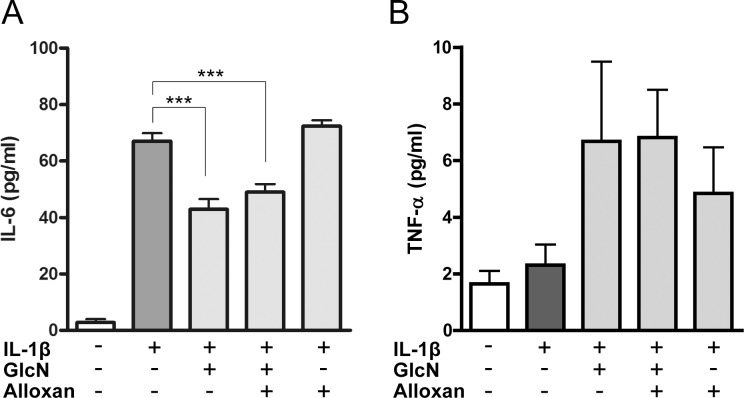
Effects of GlcN and alloxan on the levels of IL-6 and TNF-α. MH7A cells were incubated without (-) or with (+) 15 pg/ml IL-1β for 13h in the absence or presence of GlcN (5 mM) or GlcN+alloxan. IL-6 (A) and TNF-α (B) in the culture supernatants was measured by ELISA. Data are mean ± S.E. of seven to eight separate experiments. Values were compared among IL-1β-stimulated cells with or without GlcN, or GlcN+alloxan. ***p<0.005.

## Discussion

In this study, to elucidate the molecular mechanism involved in the GlcN-medicated regulation of synovial cell activation, we comprehensively analyzed the effect of GlcN on the gene expression in a human synovial cell line MH7A by DNA microarray. In the previous studies, synovial cells (including MH7A cells) [35, 36] and chondrocytes [37] were stimulated with the high concentrations of IL-1β (1–20 ng/ml). However, the progression of OA is associated with the chronic and low-grade synovial inflammation [38]. Thus, we stimulated MH7A cells with a low concentration of IL-1β (15 pg/ml). Under our experimental condition with 15 pg/ml IL-1β, the expression of only 7 genes was affected in MH7A cells (Table 1), whereas the expression of 2813 genes are affected by the high concentration of 10 ng/ml IL-1β in chodrocytes [37]. Moreover, in the present study, we confirmed that the gene expression of proinflammatory cytokines (such as IL-6 and IL-8) is significantly upregulated in MH7A cells by IL-1β (Fig 4). Thus, we believe that a MH7A cell line can be used as a model for evaluating synovial inflammation. Notably, 5 mM GlcN significantly downregulates the expression of 187 genes (≤1/1.5-fold) and upregulates the expression of 194 genes (≥1.5-fold) in IL-1β-stimulated MH7A cells. Interestingly, pathway analysis indicated that among the 10 pathways, into which the GlcN-regulated genes are categorized, the 4 pathways are immune-related.

To date, mechanisms for the action of GlcN on OA have been mainly elucidated using chondrocytes, because OA is characterized by the destruction of articular cartilage. DNA microarray analysis using rat chondrocytes revealed that GlcN inhibits the IL-1β-induced gene expression of cytokines, chemokines, growth factors, and PGE_2_- and NO-synthesizing enzymes [37]. In addition, DNA microarray analysis using a human chondrocyte cell line (lbpva55) indicated that GlcN downregulates the expression of several genes, including TNF-α receptor genes [39]. Importantly, in the present study, GlcN suppressed the mRNA and protein levels of proinflammatory cytokines (such as IL-6 and IL-8) in a human synovial cell line MH7A. Together, these observations indicate that GlcN possibly exerts a protective action on the joints of OA with cartilage destruction and synovial inflammation, by suppressing the expression of inflammatory molecules (such as cytokines, chemokines, enzymes and receptors) in not only chondrocytes but also synovial cells.

To further investigate the molecular mechanism for the action of GlcN on the gene expression, we utilized alloxan, an OGT inhibitor, which inhibits the *O*-GlcNAc modification. The results indicated that among the GlcN-downregulated or -upregulated genes, the expression of more than 50% of the genes is mediated by *O*-GlcNAc modification, based on the effects of alloxan. Moreover, GlcN suppressed the expression of proinflammatory cytokine genes but not antiinflammatory genes (Table 4). Thus, we focused on the effect of alloxan on the GlcN-induced suppression of proinflammatory cytokines (IL-6, IL-8, IL-24 and TNF-α, and revealed that alloxan abrogated the GlcN-induced downregulation of TNF-α and IL-8 mRNA but not IL-6 and IL-24 mRNA (Figs 3 and 4). Furthermore, we confirmed that GlcN suppressed the protein levels of IL-8 and IL-6, and alloxan restored the suppressed levels of IL-8 but not IL-6. Together these observations suggest that GlcN suppresses the expression of proinflammatory cytokines via *O*-GlcNAc modification-dependent (alloxan-restorable) and -independent (alloxan-unrestorable) mechanisms. Of interest, the level of TNF-α was too low, and the effects of GlcN and alloxan could not be detected in our experiments (Fig 5B), although GlcN suppressed the level of TNF-α mRNA, and alloxan restored the suppressed level of TNF-α mRNA (Fig 4A). As shown in Fig 1B, the bands corresponding to TNF-α (17kDa) and IL-8 (8 kDa) could not be detected. Thus, in our experiment, GlcN is unlikely to induce the *O*-GlcNAc modification of TNF-α and IL-8. Consistent with our results, it has been reported that IL-1β significantly upregulates the level of TNF-α mRNA in MH7A cells, but TNF-α protein can not be measured in the supernatants [36], suggesting a discrepancy between mRNA and protein expression in MH7A cells.

Transcription of IL-6, IL-8, IL-24 and TNF-α genes is controlled by multiple transcription factors, such as NF-κB [40–43]. Interestingly, the functions of NF-κB are regulated by *O*-GlcNAc modification [44, 45]. In this context, GlcN inhibits the TNF-α-induced chemokine expression by rat smooth muscle cells via the *O*-GlcNAc modification of NF-κB p65 [46] Moreover, we previously revealed that GlcN inhibits the expression of chemokine and adhesion molecule by endothelial cells via *O*-GlcNAc modification of NF-κB p65 [32]. In this study, we confirmed that GlcN enhances the *O*-GlcNAc modification of NF-κB p65 (S2 Fig) but suppresses the expression of cytokines in MH7A cells. These observations likely suggest that the expression of proinflammatory cytokine genes may be regulated by the mechanism involving the *O*-GlcNAc-modification of NF-κB.

In addition to the suppression of proinflammatory cytokines, the present results demonstrated that GlcN downregulated the expression of genes for ADAMTSs (adisintegrin and metalloproteinase with thrombospondin motifs) (S2 Table). 

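ADAMTS1, a secreted metalloproteinase gene, was lower with GlcN in 3 of 3 experiments, at 0.541-fold and a log2 fold change of -0.89 ± 0.27 (SD, n = 3). ADAMTS12 was at 0.605-fold, or -0.73 ± 0.16 (SD, n = 3), and ADAMTS6 at 0.642-fold, or -0.64 ± 0.22 (SD, n = 3). The limma adjusted p of each was 1 without pairing. With the experiment as a block it was 0.000297 for ADAMTS1, 0.00119 for ADAMTS12 and 0.00289 for ADAMTS6, and over the compared groups alone none passed. Of 17 measured members of the family, these 3 were lower and 1 was higher with the block, over all genes and over the list alone. The family as a list had a median of 0.016 (camera adjusted p = 0.118).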

ADAMTSs degrade the components of cartilage, such as aggrecan and COMP (cartilage oligomeric matrix protein), and contribute to the structural damage in OA [47–50]. 

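Adding alloxan to GlcN gave ADAMTS1 a further log2 difference of -0.060 ± 0.11 (SD, n = 3 experiments). For ADAMTS12 it was -0.53 ± 0.16 and for ADAMTS6 -0.41 ± 0.01 (SD, n = 3). In limma the adjusted p of each was 1. In the fit with the experiment as a block, ADAMTS12 (limma adjusted p = 0.0133) and ADAMTS6 (limma adjusted p = 0.0417) were lower still with alloxan, and ADAMTS1 did not differ from GlcN alone beyond the spread (limma adjusted p = 0.78). Over the compared groups alone none of them passed. Alloxan without GlcN gave ADAMTS12 a log2 difference of -0.80 ± 0.17 and ADAMTS6 one of -0.66 ± 0.09 from IL-1β alone (SD, n = 3).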

In the present study, quantitative RT-PCR and western blot analyses indicated that GlcN substantially suppresses the mRNA and protein levels of ADAMTS-1 and -12 (S3 Fig); however, alloxan could not restore the GlcN-induced suppression of ADAMTS-1 and -12 gene expression (S5 Table). These observations suggest that GlcN may exhibit the protective action on cartilage in OA by downregulating the ADAMTS genes (cartilage matrix degrading enzymes) in synoviocytes, possibly via an *O*-GlcNAc modification-independent mechanism.

In conclusion, to elucidate the molecular mechanisms for the action of GlcN on synovial cells, we comprehensively analyzed the effect of GlcN on gene expression using a human synovial cell line MH7A by DNA microarray. The results indicated that GlcN suppresses the expression of proinflammatory cytokine genes (such as IL-6, IL-24 and TNF-α genes). Moreover, we confirmed that GlcN-mediated *O*-GlcNAc modification is involved in the GlcN-induced suppression of mRNA and protein levels of IL-8 but not IL-6. Thus, GlcN likely exerts an antiinflammatroy action on synovial cells in OA by suppressing the expression of proinflammatory cytokine genes via *O*-GlcNAc modification-dependent and -independent mechanisms, and exhibits the protective action on OA. To further clarify the action of GlcN on the gene expression, the molecules governing *O*-GlcNAc modification-dependent or -independent mechanism should be identified in the future.

## Supporting Information

S1 Fig Time-dependent effect of GlcN on *O*-GlcNAc modification. MH7A cells were incubated with GlcN (5 mM) for 6, 15, 24 or 48 h. Cells were recovered and *O*-GlcNAc-modified proteins were evaluated by western blotting. All detectd bands were quantified, and relative *O*-GlcNAc modification levels were expressed.
(TIF) Click here for additional data file.

S2 Fig Effect of GlcN on *O*-GlcNAc modification of NF-κB p65. MH7A cells were incubated without (-) or with (+) 15 pg/ml IL-1β for 13h in the absence (-) or presence (+) of GlcN (5 mM). Cell lysates (100 μg) were incubated with mouse anti-p65 antibody (200 ng, F-6; Santa Cruz Biotechnology Inc.) for 4h, and then further incubated with protein A/G PLUS-agarose (5μl; Santa Cruz Biotechnology Inc.) for overnight. After washing with three times by TBS containing 0.02% NP-40, binding proteins on the agarose beads were eluted with the SDS-PAGE sample buffer solution for at 65°C for 15 min. Samples were applied to SDS-PAGE on 10% gels, and blotted on PVDF membranes. After blocking, blots were probed with mouse anti-*O*-GlcNAc antibody and HRP-conjugated goat anti-mouse IgG. The signals were detected and quantified. After stripping the antibodies, further detected p65 using rabbit anti-p65 antibody (D14E12; Cell Signaling Technology, Danvers, MA, USA). Data are mean ± S.E. of three separate experiments. *p<0.05.
(TIF) Click here for additional data file.

S3 Fig Effect of GlcN on mRNA and protein expression of ADAMTSs. MH7A cells were incubated without (-) or with (+) 15 pg/ml IL-1β for 13h in the absence (-) or presence (+) of GlcN (5 mM). The expression of ADAMTS-1, -6 and -12 mRNA was quantified by real-time RT-PCR (A). mRNA expression was expressed as a relative to IL-1β stimulation alone. Data are mean ± S.E. of five separate experiments. Cells were recovered, and ADAMTS-1 (B) and ADAMTS-12 (C) and GAPDH (GAPDH) were evaluated by western blotting. Blots shown are representative of eight separate experiments. Blots were quantified using an image analyzer. Protein expression was expressed as a relative to IL-1β stimulation alone. Data are mean ± S.E. of eight separate experiments. *p<0.05, **p<0.01.
(TIF) Click here for additional data file.

S1 Table Primers used for real-time PCR. (PDF) Click here for additional data file.

S2 Table Genes downregulated by GlcN. (PDF) Click here for additional data file.

S3 Table Genes upregulated by GlcN. (PDF) Click here for additional data file.

S4 Table Detailed data from DNA microarray analysis. (PDF) Click here for additional data file.

S5 Table GlcN-downregulated genes, whose expression was modulated by alloxan. (PDF) Click here for additional data file.

S6 Table GlcN-upregulated genes, whose expression was modulated by alloxan. (PDF) Click here for additional data file.

S7 Table Ct values from quantitative real-time RT-PCR. (PDF) Click here for additional data file.

# Supplementary material for: Glucosamine Downregulates the IL-1β-Induced Expression of Proinflammatory Cytokine Genes in Human Synovial MH7A Cells by O-GlcNAc Modification-Dependent and -Independent Mechanisms
**Source:** PLoS One. 2016 Oct 24;11(10):e0165158. doi: 10.1371/journal.pone.0165158
**Supplement:** S1 Table

S1 Table. Primers used for real-time PCR

| Genes         | Forward primers               | Reverse primers              | Concentrations (nM) |
|---------------|-------------------------------|------------------------------|---------------------|
| IL-6          | 5'-GATGGCTGAAAAAGATGGATG -3'  | 5'-CAGCTCTGGCTTGTTTCCTCAC-3' | 200                 |
| IL-8          | 5'-ACACTGCGCCAACACAGAAAT-3'   | 5'-ACACTGCGCCAACACAGAAAT-3'  | 100                 |
| IL-24         | 5'-AGAATTGAGGCTGCTTGGGA-3'    | 5'-AAGGGTCTGCTGGCTAAAGTC-3'  | 200                 |
| TNF- $\alpha$ | 5'-CTCTCTAATCAGCCCTCTGGC-3'   | 5'-ATGAGGTACAGGCCCTCTGAT-3'  | 250                 |
| ADANTS-1      | 5'-GAACAAAACCGACAGAAAGCA -3   | 5'- TGTCACATTCCCTCATCGTG -3' | 200                 |
| ADAMTS-6      | 5'-GTCAGAATGCTCAGCTACTTGTGC-3 | 5'-TTGTTCTCCATCTTTCCCTCTG-3' | 200                 |
| ADAMTS-12     | 5'-ACAGGCGAGCGCTTTATTTC -3    | 5'-AAAGGTTTGCAAGCCAGCTC-3'   | 200                 |
| 18S           | 5'-CGGCTACCACATCCAAGGAA-3'    | 5'-GCTGGAATTACCGCGGCT-3'     | 150                 |

# Supplementary material for: Glucosamine Downregulates the IL-1β-Induced Expression of Proinflammatory Cytokine Genes in Human Synovial MH7A Cells by O-GlcNAc Modification-Dependent and -Independent Mechanisms
**Source:** PLoS One. 2016 Oct 24;11(10):e0165158. doi: 10.1371/journal.pone.0165158
**Supplement:** S2 Table

S2 Table. Genes downregulated by GlcN

| Gene symbols (Fold change) |                  |                     |                 |                  |
|----------------------------|------------------|---------------------|-----------------|------------------|
| CD180 (0.19)               | KPRP (0.22)      | DIO2 (0.30)         | MIR21 (0.31)    | RGS4 (0.31)      |
| STC1 (0.33)                | MYEOV (0.33)     | DCDC2 (0.33)        | GRPR (0.34)     | IL7R (0.36)      |
| UCA1 (0.37)                | EDN1 (0.37)      | SGK1 (0.38)         | ZNF114 (0.39)   | MYPN (0.39)      |
| F3 (0.39)                  | LGR5 (0.41)      | MIR221 (0.41)       | DMBT1 (0.43)    | SNORD78 (0.43)   |
| IER3 (0.44)                | GREM1 (0.44)     | RGMB (0.45)         | TLL1 (0.45)     | SLC20A2 (0.46)   |
| IL6 (0.46)                 | SNORD75 (0.46)   | TNFAIP3 (0.47)      | PRDM1 (0.48)    | ANPEP (0.48)     |
| SPINK6 (0.49)              | SNORD44 (0.49)   | SNORD14E (0.49)     | CCBE1 (0.49)    | CCRL2 (0.49)     |
| SNORD14C (0.49)            | ADAM12 (0.49)    | TMEFF2 (0.49)       | MEST (0.50)     | FAM172B (0.50)   |
| MPP4 (0.50)                | SNORD3A (0.50)   | ANKRD1 (0.50)       | ETS2 (0.51)     | SEMA3A (0.51)    |
| FGF5 (0.51)                | FGF11 (0.51)     | BHLHE40 (0.51)      | KRTAP2-4 (0.52) | SDPR (0.52)      |
| SNORD36B (0.52)            | LOC388022 (0.52) | ADAMTS1 (0.52)      | ACSL5 (0.53)    | LOC642838 (0.53) |
| KLF10 (0.53)               | HBEGF (0.53)     | CA9 (0.53)          | SEMA3E (0.53)   | GPRC5A (0.53)    |
| SEMA3C (0.53)              | SYTL2 (0.53)     | MIRLET7A2 (0.53)    | SNORD30 (0.54)  | PDK1 (0.54)      |
| IL24 (0.54)                | FILIPIL (0.54)   | ATP8B1 (0.54)       | C7orf58 (0.54)  | KCNMB4 (0.55)    |
| SNORD22 (0.55)             | AIG1 (0.56)      | ZNF143 (0.56)       | LPXN (0.56)     | COL8A1 (0.56)    |
| SNORD29 (0.56)             | CDCP1 (0.56)     | BCAM (0.56)         | ADM (0.57)      | SNORD80 (0.57)   |
| ERRFI1 (0.57)              | LY6K (0.57)      | FABP3 (0.57)        | TPCN1 (0.57)    | ANGPTL2 (0.57)   |
| SERPINE1 (0.57)            | CYR61 (0.57)     | GPR126 (0.58)       | PFKFB4 (0.58)   | DUSP5 (0.58)     |
| KIT (0.58)                 | LST-3TM12 (0.58) | DEPDC7 (0.58)       | RDH10 (0.58)    | VEGFC (0.58)     |
| EPHA4 (0.58)               | SNORD38B (0.58)  | ADAMTS12 (0.58)     | HIVEP2 (0.59)   | CSPG4 (0.59)     |
| SLC25A37 (0.59)            | GLS (0.59)       | GABRE (0.59)        | UGCG (0.59)     | IL11 (0.59)      |
| TM4SF1 (0.60)              | MIR29A (0.60)    | DUSP6 (0.60)        | PLAT (0.60)     | DKK1 (0.60)      |
| LOC100132426 (0.60)        | KIRREL3 (0.60)   | DUSP10 (0.60)       | AQP7 (0.60)     | ZNF841 (0.60)    |
| ABCA1 (0.60)               | LOC554202 (0.61) | NT5E (0.61)         | GRAMD3 (0.61)   | THBS1 (0.61)     |
| DUSP1 (0.61)               | NEDD9 (0.61)     | RNU2-1 (0.61)       | PDP1 (0.61)     | BDKRB1 (0.61)    |
| FAP (0.61)                 | ENG (0.62)       | GJA1 (0.62)         | LMO7 (0.62)     | NUAK1 (0.62)     |
| HSPA1A (0.62)              | SNORD31 (0.62)   | LOC100133299 (0.62) | PLGLB1 (0.62)   | ANKRD13A (0.62)  |
| FRMD4A (0.62)              | AIM2 (0.63)      | PCDH15 (0.63)       | GALNT7 (0.63)   | ADAMTS6 (0.63)   |
| BNC2 (0.63)                | FBXO32 (0.63)    | HS3ST3A1 (0.64)     | RBM14 (0.64)    | PTX3 (0.64)      |
| ENO2 (0.64)                | MIR155 (0.64)    | OSMR (0.64)         | CPA4 (0.64)     | PHLDA1 (0.64)    |
| FLJ45248 (0.64)            | POP1 (0.64)      | SLC2A1 (0.64)       | HRH1 (0.64)     | COL3A1 (0.64)    |
| FST (0.65)                 | ZNF432 (0.65)    | EGR1 (0.65)         | BCL9L (0.65)    | ENC1 (0.65)      |
| FOSL2 (0.65)               | SEC14L1 (0.65)   | LAMA5 (0.65)        | HIVEP3 (0.65)   | AZIN1 (0.66)     |
| RORB (0.66)                | MAP2K3 (0.66)    | LCMT2 (0.66)        | SH2D1B (0.66)   | HIVEP1 (0.66)    |
| BMPER (0.66)               | TGM2 (0.66)      | PCYOX1L (0.66)      | MYB (0.66)      | ST3GAL1 (0.66)   |
| SNORA62 (0.66)             | PLAUR (0.66)     | CITED2 (0.66)       | ICAM1 (0.66)    | TBC1D2 (0.66)    |
| TIPARP (0.67)              | SSFA2 (0.67)     | JUNB (0.67)         | SLC4A7 (0.67)   | MUC1 (0.67)      |
| C6orf155 (0.67)            | MYOCD (0.67)     |                     |                 |                  |

GlcN-downregulated 187 genes ( $\leq 1/1.5$ -fold,  $p < 0.05$ ) are listed. 

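Each value of the table is the fold change with GlcN against IL-1β alone, which for the rows of S4 Table read here lies nearer to the difference of the normalized log2 values than to the ratio of the raw signals. Of the genes of this table tested here, 167 of 168 had a negative log2 fold change, all but IGKC, and 166 were lower in 3 of 3 experiments. The table does not print the symbol IGKC, to which an entry under another name was matched here. That entry belongs to another transcript cluster of the symbol than the one kept here. The fold change lay within 1.5 times the paper's value for 165 of them. Over all genes, 1 of the 168 passed in limma, and 164 did with the experiment as a block. The genes were selected on these arrays, so the counts are not independent evidence.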

Fold change was calculated as the ratio of GlcN-treated signal to nontreated signal.

# Supplementary material for: Glucosamine Downregulates the IL-1β-Induced Expression of Proinflammatory Cytokine Genes in Human Synovial MH7A Cells by O-GlcNAc Modification-Dependent and -Independent Mechanisms
**Source:** PLoS One. 2016 Oct 24;11(10):e0165158. doi: 10.1371/journal.pone.0165158
**Supplement:** S3 Table

S3 Table. Genes upregulated by GlcN

| Gene symbols (Fold change) |                  |                   |                     |                   |
|----------------------------|------------------|-------------------|---------------------|-------------------|
| INHBE (8.14)               | C12orf39 (7.94)  | BEST1 (7.26)      | SLC6A9 (5.27)       | DDIT3 (4.38)      |
| IL20RB (4.08)              | WARS (3.95)      | ALDH1L2 (3.91)    | SLC7A11 (3.64)      | ASNS (3.48)       |
| SLFN5 (3.09)               | NUPR1 (3.00)     | CHAC1 (2.99)      | TRIB3 (2.93)        | HERPUD1 (2.93)    |
| GPR1 (2.84)                | PCK2 (2.74)      | SDR42E1 (2.71)    | ERO1LB (2.70)       | ULBP1 (2.70)      |
| CEBPB (2.64)               | PHGDH (2.57)     | PSAT1 (2.57)      | ZNF619 (2.56)       | FAM129A (2.52)    |
| NSAP11 (2.48)              | AARS (2.48)      | CCPG1 (2.47)      | DNAJC3 (2.40)       | SLC10A5 (2.36)    |
| SESN2 (2.35)               | GABRG1 (2.34)    | DDR2 (2.22)       | WIPI1 (2.21)        | SLC3A2 (2.20)     |
| C17orf75 (2.16)            | CTH (2.15)       | SDF2L1 (2.15)     | HYOU1 (2.14)        | SLC1A4 (2.14)     |
| MOCOS (2,14)               | DDIT4 (2.13)     | CEBPG (2.11)      | PDIA4 (2.11)        | TUBGCP3 (2.07)    |
| TSEN15 (2.06)              | HDDC3 (2.06)     | SLC35B1 (2.06)    | CBS (2.05)          | SLC16A14 (2.05)   |
| MTHFD2 (2.05)              | HCG8 (2.03)      | GOLPH3L (2.01)    | GDF15 (2.00)        | PDE5A (2.00)      |
| KLHL5 (1.99)               | TMEM50B (1.99)   | SLC16A12 (1.97)   | C5orf28 (1.97)      | GTPBP2 (1.94)     |
| CDK2AP2 (1.92)             | TCP11L2 (1.92)   | GARS (1.92)       | KRCC1 (1.92)        | IFT46 (1.92)      |
| THG1L (1.90)               | SLC33A1 (1.90)   | PXK (1.90)        | ZNF204P (1.89)      | SLC7A5 (1.89)     |
| DCP1B (1.87)               | DNAJB9 (1.86)    | SEL1L (1.86)      | TUBE1 (1.85)        | SGK3 (1.85)       |
| C11orf83 (1.84)            | HSPA5 (1.83)     | PGBD1 (1.83)      | CEP120 (1.82)       | SLC35A1 (1.82)    |
| XPOT (1.81)                | ZNF187 (1.81)    | FCRLA (1.80)      | C9orf150 (1.80)     | ZC3H6 (1.80)      |
| CARS (1.78)                | MANF (1.77)      | IL1RL1 (1.77)     | ZNF22 (1.77)        | SEC11C (1.77)     |
| RNF125 (1.76)              | ZNF70 (1.76)     | SLC30A4 (1.75)    | RHOB (1.74)         | DUSP12 (1.74)     |
| CRELD1 (1.74)              | SARS (1.74)      | DPY19L4 (1.73)    | UHRF1BP1 (1.73)     | YARS (1.73)       |
| LMO4 (1.73)                | LARP6 (1.72)     | ICT1 (1.72)       | TTC17 (1.72)        | GPT2 (1.72)       |
| DCLRE1A (1.72)             | NUCB2 (1.71)     | VEGFA (1.71)      | MARS (1.70)         | UBE2D4 (1.70)     |
| CYLD (1.70)                | C10orf57 (1.70)  | IBTK (1.70)       | LPHN3 (1.69)        | COQ5 (1.69)       |
| IFRD1 (1.69)               | C6orf48 (1.69)   | TRPM6 (1.67)      | LOC100129534 (1.67) | CSGALNACT2 (1.67) |
| ALOX5AP (1.66)             | TSC22D3 (1.66)   | DUSP16 (1.65)     | PRPSAP1 (1.65)      | LOC728819 (1.64)  |
| OR2A4 (1.64)               | MDGA2 (1.63)     | HEATR5A (1.63)    | ARHGEF2 (1.63)      | NEK3 (1.63)       |
| MAP1B (1.63)               | AAAS (1.63)      | ASS1 (1.63)       | NEK4 (1.62)         | AP1S3 (1.62)      |
| C9orf91 (1.62)             | XBP1 (1.62)      | NCRNA00171 (1.61) | ZNF311 (1.61)       | FBXO8 (1.61)      |
| TRAF6 (1.61)               | JMY (1.60)       | TRIM16L (1.60)    | MKNK2 (1.60)        | ZFP62 (1.59)      |
| JDP2 (1.59)                | ALPK1 (1.59)     | DNAJC16 (1.59)    | RAB39B (1.59)       | PRKAB2 (1.59)     |
| OR2A9P (1.58)              | DPH5 (1.58)      | TES (1.58)        | CLGN (1.58)         | ANKRD46 (1.58)    |
| PPP1R15A (1.58)            | PAN2 (1.57)      | HIST2H2AB (1.57)  | SHMT2 (1.57)        | ULK2 (1.57)       |
| POLR3B (1.56)              | FKBP9L (1.56)    | ATPAF1 (1.55)     | PRKCQ (1.55)        | SNAPIN (1.55)     |
| WDR25 (1.55)               | ZNF445 (1.55)    | CSF2RA (1.54)     | KLHL24 (1.54)       | TMEM136 (1.54)    |
| ZKSCAN3 (1.54)             | LOC554249 (1.54) | ANKRD5 (1.54)     | GOT1 (1.54)         | HSPC157 (1.53)    |
| SRD5A3 (1.53)              | EDEM1 (1.52)     | PPAPDC1B (1.52)   | HEY1 (1.52)         | ZNF581 (1.52)     |
| TRAM1 (1.52)               | B4GALT7 (1.52)   | ACTA2 (1.51)      | KIAA1529 (1.51)     | RHBDD1 (1.51)     |
| RAD1 (1.51)                | NCOA7 (1.51)     | ATPBD4 (1.51)     | BCAT1 (1.50)        | TMEM231 (1.50)    |
| SCN9A (1.50)               | CCDC101 (1.50)   | C17orf60 (1.50)   | DNAJB11 (1.50)      |                   |

GlcN-upregulated 194 genes ( $\geq 1.5$ -fold,  $p < 0.05$ ) are listed. 

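Every one of the 177 genes of this table tested here was higher with GlcN in 3 of 3 experiments, and each fold change lay within 1.5 times the paper's. In limma 3 of them passed over all genes, and with the experiment as a block 170. As for the lowered genes, the selection was made on the same arrays.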

Fold change was calculated as the ratio of GlcN-treated signal to nontreated signal.

# Supplementary material for: Glucosamine Downregulates the IL-1β-Induced Expression of Proinflammatory Cytokine Genes in Human Synovial MH7A Cells by O-GlcNAc Modification-Dependent and -Independent Mechanisms
**Source:** PLoS One. 2016 Oct 24;11(10):e0165158. doi: 10.1371/journal.pone.0165158
**Supplement:** S4 Table

S4 Table. Detailed data from the DNA microarray analysis

# Notes : Created from Advanced Analysis operation: significance Analysis.

#Entitylist : SOMEYA GlcN n=3 Filtered on Expression 24216

#Interpretation : MHTA GlcN

#Experiment : SOMEYA n=3

#corrected p-value cut-off:0.05

#Fold change cut-off:1.5

#Selected Test : T Test unpaired

#p-value computation: Asymptotic

#Multiple Testing Correction: No Correction

#

# Technology : Affymetrix,ExonExpsChip,HuGene-1\_0-st-v1\_na31\_hgl9\_2010-09-03

# Owner : gusner

# Created On : Fri Nov 04 10:54:55 JST 2011

| Transcripts | Cluster Id  | p-value (Control vs GlcN) | Gene Symbol | Gene Title                                                                 | fold change | regulation | [Resting](raw) | [Control](raw) | [GlcN](raw) | [GlcN + Allo](raw) | [Alloxan](raw) | Effect of Alloxan | [Resting](normalized) | [Control](normalized) | [GlcN](normalized) | [GlcN + Allo](normalized) | [Alloxan](normalized) |
|-------------|-------------|---------------------------|-------------|----------------------------------------------------------------------------|-------------|------------|----------------|----------------|-------------|--------------------|----------------|-------------------|-----------------------|-----------------------|--------------------|---------------------------|-----------------------|
| 8112428     | 9.81E-04    |                           | CD180       | CD180 molecule                                                             | 0.193964823 | down       | 246.07048      | 305.45786      | 57.45047    | 48.873547          | 77.37064       | 1.034583336       | -0.27383438           | 0.039085228           | -2.3270478         | -2.5702493                | -1.8993503            |
| 7905515     | 0.006223375 |                           | KPRP        | keratinocyte proline-rich protein                                          | 0.22335493  |            | 964.0971       | 916.02783      | 190.62123   | 156.28757          | 386.90723      | 1.047330228       | -0.23865764           | -0.37154612           | -2.534136          | -2.8325756                | -1.562776             |
| 7980485     | 0.006589807 |                           | DIO2        | deiodinase, iodothyronine, type II                                         | 0.301689431 | down       | 348.01123      | 391.61118      | 115.87063   | 139.93553          | 277.70145      | 0.912726293       | -0.07580694           | 0.08176104            | -1.647103          | -1.3567156                | -0.37040153           |
| 8008885     | 0.00511392  |                           | MIR21       | microRNA 21                                                                | 0.311376495 | down       | 328.31882      | 541.65704      | 163.79868   | 166.43651          | 398.9946       | 0.993018998       | -0.79659873           | -0.084339775          | -1.7676078         | -1.7551119                | -0.5485514            |
| 7906919     | 0.004879    |                           | RGS4        | regulator of G-protein signaling 4                                         | 0.312437962 | down       | 595.8677       | 562.052        | 170.94128   | 178.49202          | 346.11426      | 0.980694111       | -0.003556569          | -0.06483523           | -1.7431935         | -1.6920047                | -0.75075865           |
| 8149825     | 7.70E-04    |                           | STC1        | stanniocalcin 1                                                            | 0.327394828 | down       | 540.55115      | 592.4129       | 195.99908   | 190.00049          | 344.50354      | 1.015132141       | -0.114629425          | 0.015451114           | -1.5954455         | -1.634569                 | -0.76559705           |
| 7942118     | 0.021816032 |                           | MYEOV       | myeloma overexpressed (in a subset of t(11;14) positive multiple myelomas) | 0.332834437 | down       | 696.8137       | 850.91974      | 261.5495    | 209.88118          | 436.5808       | 1.087666999       | -0.012605667          | 0.210639              | -1.3764844         | -1.6861945                | -0.6705634            |
| 8124196     | 4.00E-04    |                           | DCDC2       | doublecortin domain containing 2                                           | 0.334460432 | down       | 857.3874       | 792.68994      | 265.44412   | 161.98586          | 271.14767      | 1.196223955       | 0.074899994           | -0.020195326          | -1.6002879         | -2.3117795                | -1.570478             |
| 8166202     | 0.001153202 |                           | GRPR        | gastrin-releasing peptide receptor                                         | 0.340194281 | down       | 741.2373       | 768.09766      | 259.56683   | 222.08374          | 330.14737      | 1.073708589       | -0.11166731           | -0.057833355          | -1.6134025         | -1.8325726                | -1.2959329            |
| 8104901     | 6.56E-04    |                           | IL7R        | interleukin 7 receptor                                                     | 0.356825996 | down       | 1748.4443      | 1956.8971      | 702.87775   | 630.3565           | 1271.3392      | 1.037831045       | -0.17065716           | -0.006726265          | -1.4934336         | -1.6436697                | -0.627697             |
| 8026490     | 0.006938173 |                           | UCA1        | urothelial cancer associated 1 (non-protein coding)                        | 0.371830425 | down       | 4364.5054      | 4598.2476      | 1695.2328   | 1796.1136          | 2975.9255      | 0.965249643       | -0.17290528           | -0.09010538           | -1.5173887         | -1.4440979                | -0.7217315            |
| 8116921     | 2.74E-05    |                           | EDN1        | endothelin 1                                                               | 0.374555431 | down       | 257.76572      | 309.24063      | 115.63662   | 112.28369          | 150.8304       | 1.017318495       | -0.2831904            | -0.01912562           | -1.4358745         | -1.4825116                | -1.0533228            |
| 8129677     | 2.07E-04    |                           | SGK1        | serum/glucocorticoid regulated kinase 1                                    | 0.37799282  | down       | 349.3486       | 385.70908      | 145.50795   | 196.48016          | 343.84854      | 0.787793629       | -0.17577522           | -0.037582397          | -1.4411516         | -1.0102504                | -0.198191             |
| 8030002     | 0.004676017 |                           | ZNF114      | zinc finger protein 114                                                    | 0.385395663 | down       | 1367.4473      | 1459.849       | 555.9694    | 670.7215           | 799.2166       | 0.873044928       | -0.082429886          | 0.03085041            | -1.3447374         | -1.0940889                | -0.82495755           |
| 7927827     | 0.00803814  |                           | MYPN        | myopalladin                                                                | 0.388216044 | down       | 473.0692       | 514.3276       | 194.16711   | 219.7082           | 346.13748      | 0.920224404       | 0.011569659           | 0.1054306             | -1.2596377         | -1.0797534                | -0.4250803            |
| 7917875     | 7.07E-04    |                           | F3          | coagulation factor III (thromboplastin, tissue factor)                     | 0.39424671  | down       | 1128.3658      | 1218.4924      | 484.61035   | 413.2101           | 943.63385      | 1.097291179       | -0.13422581           | -0.016422272          | -1.3592516         | -1.577437                 | -0.38473096           |
| 7957140     | 0.026575293 |                           | LGR5        | leucine-rich repeat-containing G protein-coupled receptor 5                | 0.41232594  | down       | 1140.3478      | 1191.4098      | 483.42637   | 407.03723          | 492.85278      | 1.10791244        | -0.32850328           | -0.28792635           | -1.5660692         | -1.8045807                | -1.5310709            |
| 8172266     | 0.001339399 |                           | MIR221      | microRNA 221                                                               | 0.414736586 | down       | 103.45541      | 157.4239       | 65.03158    | 79.84388           | 112.838036     | 0.839358915       | -0.49713288           | 0.11575731            | -1.1539755         | -0.86160994               | -0.3640717            |
| 7931108     | 0.004173048 |                           | DMBT1       | deleted in malignant brain tumors 1                                        | 0.428247111 | down       | 273.21982      | 268.3616       | 113.20209   | 136.26653          | 227.5124       | 0.851350136       | -0.059259575          | -0.078999996          | -1.3024846         | -1.0348929                | -0.29715952           |
| 7922408     | 0.024416802 |                           | SNORD78     | small nucleolar RNA, C/D box 78                                            | 0.433920522 | down       | 716.56525      | 981.90814      | 437.34872   | 597.8467           | 815.65576      | 0.705270033       | -0.70518905           | -0.17376582           | -1.3782631         | -0.92754143               | -0.4915603            |
| 8178435     | 0.01854504  |                           | IER3        | immediate early response 3                                                 | 0.435939326 | down       | 1706.7183      | 2088.2888      | 880.955     | 960.06036          | 2323.9392      | 0.934479296       | -0.50693417           | -0.2593759            | -1.4571766         | -1.3325319                | -0.06593641           |
| 8124848     | 0.01894931  |                           | IER3        | immediate early response 3                                                 | 0.437451634 | down       | 1474.2894      | 1849.911       | 780.84283   | 849.3582           | 2056.665       | 0.935911131       | -0.5597636            | -0.27805838           | -1.470863          | -1.3507309                | -0.08791714           |
| 8179704     | 0.01887926  |                           | IER3        | immediate early response 3                                                 | 0.437691047 | down       | 1473.0494      | 1849.291       | 780.9072    | 849.0822           | 2049.5693      | 0.936188662       | -0.5608406            | -0.27839026           | -1.4704056         | -1.35107                  | -0.092497826          |
| 7982377     | 0.003181419 |                           | GREM1       | gremlin 1                                                                  | 0.440777073 | down       | 1396.089       | 1442.4219      | 634.2016    | 727.55414          | 1048.3174      | 0.88449617        | -0.12292608           | -0.059360504          | -1.2412373         | -1.0473105                | -0.5156314            |
| 8107100     | 4.93E-04    |                           | RGMB        | RGM domain family, member B                                                | 0.445285876 | down       | 1161.4741      | 1288.8168      | 571.5798    | 568.5589           | 717.4449       | 1.004211857       | -0.20414543           | -0.04851055           | -1.2157068         | -1.2298965                | -0.886544             |
| 8098214     | 0.001076845 |                           | TLL1        | toll-like 1                                                                | 0.44700369  | down       | 617.0971       | 600.6096       | 266.3579    | 228.25236          | 310.12         | 1.114002831       | 0.102425575           | 0.062007587           | -1.0996338         | -1.3226457                | -0.8864425            |
| 8150537     | 0.001323739 |                           | SLC20A2     | solute carrier family 20 (phosphate transporter), member 2                 | 0.45568695  | down       | 729.396        | 753.60895      | 341.2662    | 361.7087           | 553.25195      | 0.950423525       | -0.12097231           | -0.0676864            | -1.2015715         | -1.1159967                | -0.5038217            |
| 8131803     | 0.016932905 |                           | IL6         | interleukin 6 (interferon, beta 2)                                         | 0.458081385 | down       | 139.14098      | 346.5399       | 154.106     | 153.05107          | 274.59473      | 1.005482038       | -1.47652              | -0.18870623           | -1.3150305         | -1.3232375                | -0.48676586           |
| 7922416     | 0.02741842  |                           | SNORD75     | small nucleolar RNA, C/D box 75                                            | 0.462998824 | down       | 615.6204       | 830.2568       | 380.30087   | 563.1294           | 693.7671       | 0.959367485       | -0.5408618            | -0.10278543           | -1.2137051         | -0.35086918               | -0.06593641           |
| 8122265     | 4.59E-04    |                           | TNF-IP3     | tumor necrosis factor, alpha-induced protein 3                             | 0.465884664 | down       | 280.41983      | 425.02457      | 197.28053   | 270.99976          | 489.035        | 0.676306655       | -0.5838488            | 0.075600944           | -1.0263543         | -0.56805867               | 0.2836237             |
| 8121257     | 6.80E-04    |                           | PRDM1       | PR domain containing 1, with ZNF domain                                    | 0.475909372 | down       | 191.91118      | 207.01685      | 98.351875   | 96.16751           | 134.34299      | 1.020101831       | -0.19519424           | -0.08888308           | -1.1601243         | -1.1894597                | -0.710676             |
| 7991335     | 0.002480197 |                           | ANPEP       | alanyl (membrane) aminopeptidase                                           | 0.484859416 | down       | 381.53867      | 468.3064       | 225.92558   | 212.13942          | 263.27838      | 1.056878098       | -0.26745415           | 0.044560432           | -0.99980116        | -1.091623                 | -0.77440006           |
| 8109044     | 0.008307722 |                           | SPINK6      | serine peptidase inhibitor, Kazal type 6                                   | 0.486275533 | down       | 289.058        | 280.32217      | 134.44035   | 159.55878          | 222.22493      | 0.827816585       | -0.035727818          | -0.10530933           | -1.1545635         | -0.8968312                | -0.41751322           |
| 7922410     | 0.027771054 |                           | SNORD44     | small nucleolar RNA, C/D box 44                                            | 0.487291724 | down       | 563.1214       | 741.8693       | 374.7234    | 533.29865          | 671.55945      | 0.68086556        | -0.52335764           | -0.066563606          | -1.103706          | -0.66592922               | -0.5125322            |
| 7952335     | 0.02110739  |                           | SNORD14E    | small nucleolar RNA, C/D box 14E                                           | 0.487425305 | down       | 177.37115      | 217.07579      | 108.297935  | 162.8548           | 225.97215      | 0.498456143       | -0.29724216           | 0.03882583            | -0.99792117        | -0.36867157               | 0.071745396           |
| 8023575     | 6.97E-05    |                           | CCBE1       | collagen and calcium binding EGF domains 1                                 | 0.489109488 | down       | 1334.4438      | 1454.0118      | 710.42413   | 474.44974          | 618.247        | 1.317345754       | -0.07824961           | 0.047288578           | -0.9844821         | -1.5679289                | -1.1865155            |
| 8079407     | 0.02648811  |                           | CCRL2       | chemokine (C-C motif) receptor-like 2                                      | 0.490016958 | down       | 111.2608       | 116.2006       | 54.570637   | 56.327652          | 65.46182       | 0.971490896       | 0.16685946            | 0.20278406            | -0.82631236        | -0.96070835               | -0.59708045           |
| 7952339     | 0.00518261  |                           | SNORD14C    | small nucleolar RNA, C/D box 14C                                           | 0.491905087 | down       | 1350.4355      | 1748.2006      | 855.21063   | 1125.5211          | 1428.8639      | 0.697297306       | -0.29456425           | 0.0909853             | -0.9325628         | -0.5371726                | -0.20136833           |
| 7936968     | 0.00908412  |                           | ADAM12      | ADAM metalloproteinase domain 12                                           | 0.493150144 | down       | 570.29004      | 594.3409       | 294.17563   | 238.46997          | 271.9992       | 1.185583295       | 0.027535439           | 0.0953118             | -0.92458934        | -1.2213773                | -1.0291162            |
| 8117189     | 0.02957003  |                           | DCDC2       | doublecortin domain containing 2 /// kidney associated antigen 1           | 0.502563366 | down       | 211.17659      | 213.08443      | 102.48411   | 95.01541           | 106.7502678    | 0.8466173         | -0.11151632           | -0.14235528           | -1.161048          | -0.63304186               | -0.5156314            |
| 8057803     | 2.21E-04    |                           | TMEFF2      | transmembrane protein with EGF-like and two follistatin-like domains 2     | 0.49439321  | down       | 1285.8895      | 1223.174       | 603.71826   | 524.0667           | 702.4448       | 1.128583133       | 0.11176459            | 0.04662927            | -0.9696398         | -1.1747316                | -0.75800556           |
| 8136248     | 2.48E-04    |                           | MEST        | mesoderm specific transcript homolog (mouse)                               | 0.497507834 | down       | 2348.255       | 2397.6936      | 1192.6979   | 1269.723           | 2118.1052      | 0.936078527       | -0.04447524           | -0.013904889          | -1.0211138         | -0.93070346               | -0.19054508           |
| 8081341     | 0.011563786 |                           | FAM172B     | family with sequence similarity 172, member B pseudogene                   | 0.497895396 | down       | 335.58542      | 305.1122       | 148.95996   | 162.69981          | 204.07649      | 0.912009908       | 0.10292848            | 0.004771868           | -1.0013136         | -0.872711                 | -0.55631447           |
| 8058273     | 0.045401264 |                           | MPPI4       | membrane protein, palmitoylated 4 (MAGUK p55 subfamily member 4)           | 0.500935096 | down       | 224.82623      | 208.48872      | 99.4446     | 77.45197           | 89.00469       | 1.20186511        | -0.22011025           | -0.3319459            | -1.3292503         | -1.6982913                | -1.511541             |
| 8013323     | 0.002845216 |                           | SNORD3A     | small nucleolar RNA, C/D box 3A                                            | 0.50402582  | down       | 810.34564      | 829.8828       | 416.96732   | 491.78098          | 679.6902       | 0.818816044       | -0.15099971           | -0.106115494          | -1.0945463         | -0.65155675               | -0.39078045           |
| 7934979     | 0.006890329 |                           | ANKRD1      | ankyrin repeat domain 1 (cardiac muscle)                                   | 0.504086503 | down       | 2416.794       | 2424.3713      | 1201.4464   | 873.0579           | 1541.7865      | 1.268527119       | -0.06829866           | -0.061435383          | -1.0496922         | -1.5133404                | -0.7052021            |
| 8013325     | 0.002844837 |                           | SNORD3A     | small nucleolar RNA, C/D box 3A                                            | 0.504154485 | down       | 810.44916      | 829.7011       | 416.9829    | 491.83835          | 679.7805       | 0.818628183       | -0.150376             | -0.10602156           | -1.0940838         | -0.8525899                | -0.39017233           |
| 8013329     | 0.002853846 |                           | SNORD3A     | small nucleolar RNA, C/D box 3A                                            | 0.504190555 | down       | 810.69385      | 830.1025       | 417.2233    | 492.18442          | 680.0244       | 0.818442973       | -0.1500705            | -0.105361305          | -1.0933203         | -0.8516159                | -0.38971773           |

# Supplementary material for: Glucosamine Downregulates the IL-1β-Induced Expression of Proinflammatory Cytokine Genes in Human Synovial MH7A Cells by O-GlcNAc Modification-Dependent and -Independent Mechanisms
**Source:** PLoS One. 2016 Oct 24;11(10):e0165158. doi: 10.1371/journal.pone.0165158
**Supplement:** S5 Table

S5 Table. GlcN-downregulated genes, whose expression was modulated by alloxan

| Gene symbols (Ratio) |                   |                  |                   |                 |
|----------------------|-------------------|------------------|-------------------|-----------------|
| EGR1 (-1.880)        | SNORD29 (0.125)   | MIR155 (0.198)   | MYB (0.288)       | SNORD80 (0.331) |
| SNORD30 (0.353)      | JUNB(0.390)       | TM4SF1 (0.403)   | SNORA62 (0.419)   | SNORA22 (0.464) |
| DUSP6 (0.468)        | ZNF432 (0.478)    | SNORD14E (0.498) | PDK1 (0.508)      | DUSP10 (0.519)  |
| SNORD38B (0.533)     | CA9 (0.538)       | PFKFB4(0.562)    | SNORD44 (0.568)   | HBEGF (0.570)   |
| PLGLB1 (0.587)       | SNORD75 (0.594)   | FOSL2 (0.620)    | SLC2A1 (0.636)    | RBM14 (0.641)   |
| SNORD36B (0.647)     | ERRFI1 (0.647)    | DUSP1 (0.649)    | LST-3TM12 (0.666) | TNFAIP3 (0.676) |
| RDH10 (0.677)        | ENO2 (0.680)      | TIPARP (0.681)   | SNORD14C (0.697)  | ADM (0.699)     |
| SNORD78 (0.705)      | C6orf155 (0.705)  | IL11 (0.714)     | DEPDC7 (0.722)    | MYOCD (0.724)   |
| LOC100132426 (0.725) | HRH1 (0.732)      | SNORD31 (0.741)  | LOC642838 (0.742) | ICAM1 (0.750)   |
| ANGPTL2 (0.753)      | BCAM (0.754)      | ZNF143 (0.757)   | LCMT2 (0.760)     | GLS (0.763)     |
| NEDD9 (0.779)        | LOC554202 (0.779) | ABCA1 (0.782)    | LPXN (0.784)      | AZIN1 (0.785)   |
| LOC642838 (0.786)    | SGK1 (0.788)      | ANKRD13A (0.792) | DUSP5 (0.800)     | ZNF841 (0.804)  |
| SSFA2 (0.806)        | SNORD3A (0.819)   | KCNMB4 (0.820)   | HIVEP2 (0.825)    | SPINK6 (0.828)  |
| KLF10 (0.832)        | MIR221 (0.839)    | SYTL2 (0.846)    | DMBT1 (0.851)     | BHLHE40 (0.852) |
| IL24 (0.866)         | GRAMD3 (0.870)    | ZNF114 (0.873)   | GREM1 (0.884)     | PCYOX1L (0.891) |
| GPRC5A (0.903)       | FAM172B (0.912)   | HS3ST3A1 (0.912) | DIO2 (0.913)      | MYPN (0.920)    |
| BDKRB1 (0.922)       | IER3 (0.934)      | MEST (0.936)     | FLJ45248 (0.939)  | LY6K (0.942)    |
| MIR29A (0.945)       | SLC20A2 (0.950)   | UCA1 (0.965)     | MUC1 (0.967)      | RNU2-1 (0.969)  |
| CCRL2 (0.971)        | RGS4 (0.981)      | ETS2 (0.982)     | FGF5 (0.982)      | SLC4A7 (0.987)  |
| MIR21 (0.993)        | CITED2 (0.994)    | GABRE (0.995)    | POP1 (0.998)      | FST (0.999)     |

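The measure behind the table divides the change from IL-1β alone seen with GlcN and alloxan by that seen with GlcN. A value from 0 to 1 marks a smaller change in the same direction. The paper's value for EGR1, the only listed one under 0, is also under -1, which is a larger change in the other direction. Of 48 rows of S4 Table read here, the listed ratio equals that of the listed raw signals within 0.001 for 44, and not for IL7R, SNORD75, SNORD44 and 1 row of DCDC2. For SNORD75 and SNORD44, S5 Table lists the ratio of the raw signals. The ratios computed here for S2 and S3 Tables use log2 values. Of its 100 entries, 88 matched a gene tested here.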

Among GlcN-downregulated 187 genes ( $\leq 1/1.5$ -fold,  $p < 0.05$ ), genes whose expression was restored by alloxan are listed. To assess the effect of alloxan, the ratio (the changes of mRNA expression in the presence of both GlcN and alloxan/the changes in the presence of GlcN) was calculated and the value of  $< 1.0$  was defined as the restoration by alloxan.

# Supplementary material for: Glucosamine Downregulates the IL-1β-Induced Expression of Proinflammatory Cytokine Genes in Human Synovial MH7A Cells by O-GlcNAc Modification-Dependent and -Independent Mechanisms
**Source:** PLoS One. 2016 Oct 24;11(10):e0165158. doi: 10.1371/journal.pone.0165158
**Supplement:** S6 Table

S6 Table. GlcN-upregulated genes, whose expression was modulated by alloxan

Among GlcN-upregulated 194 genes ( $\geq 1.5$ -fold,  $p < 0.05$ ), genes whose expression was restored by alloxan are listed. 

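As in the table of lowered genes, a listed value from 0 to 1 means a smaller increase over IL-1β alone when alloxan accompanied GlcN. The 2 listed values under 0, of ATPBD4 and LPHN3, are decreases. Of the 139 entries, 125 matched a gene tested here.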

To assess the effect of alloxan, the ratio (the changes of mRNA expression in the presence of both GlcN and alloxan/the changes in the presence of GlcN) was calculated and the value of  $< 1.0$  was defined as the restoration by alloxan.

How the deposited data were processed for this re-analysis (not part of the article)

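Gene expression was measured on Affymetrix Human Gene 1.0 ST arrays in the MH7A cell line, with 15 arrays in 5 groups of 3. The authors summarised the probes with RMA in Affymetrix Expression Console and deposited log2 values, 1 per transcript cluster; versions are not given in the sources used here. RMA includes background correction and normalization, so these steps were kept as deposited. The 5 arrays of an experiment shared a distribution and the 3 experiments did not, so that levels compare within an experiment. No detection call or background level was used here, and the number of arrays limits the precision.

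Each array was assigned to its condition and experiment number from the submitters' labels and the paper's methods. No 2 arrays were duplicates: the highest correlation between any pair was 0.998, and the smallest median absolute difference was 0.0413 log2 units. Arrays with the same experiment number deviated together from their group means, with correlations from 0.621 to 0.848 over 30 pairs, against -0.723 to -0.068 over 75 pairs with different numbers. The numbers therefore pair the arrays. The main fit left the pairing out, since the study's test was unpaired. That test ran on values that S4 Table lists as normalized, a step the paper's text does not describe and that was not repeated, so that the unblocked fit and the methods' t-test here, run on the deposited log2 values, do not have the inputs of the study's test. The fit with the experiment as a block was set as an alternative before the data were examined.

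Gene symbols came from the platform annotation, and 19429 clusters were named through a gene ID in the RefSeq table of assembly GRCh38.p14. Clusters with several symbols were left out. The table held 18417 distinct symbols, of which 16872 were tested. Fits used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment and a threshold of 0.05, and the figure was drawn with matplotlib 3.10.9 in Python 3.11.15. All p-values from limma are two-sided. The unblocked fit had 10 residual degrees of freedom and the blocked fit 8. After moderation the total was 168720 for the unblocked fit and 11.1 for the blocked fit. Fold changes are ratios of group means on the log2 scale. In a simulated GlcN effect over the 16872 genes, with 50 genes changed at each of 4 sizes, the unblocked fit recovered 0 at 1.5-fold, 0 at 2-fold, 2 at 4-fold and 50 at 8-fold, with 0 false calls. The blocked fit recovered 48, 49, 50 and 50, with 9 false calls. These numbers hold for the simulated noise only and do not show how many calls on the real arrays are true.

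For gene groups, 34 lists were fixed before the data were examined. They were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Genes named in the text were those of Tables 1 and 4, OGT, ADAMTS1, ADAMTS6 and ADAMTS12, up to 4 members of each list described with the smallest p, and up to 12 genes in each direction for GlcN (5 for other comparisons) with the largest change past the threshold and no overlap between arrays. Values printed in the paper's tables had been seen when lists and names were chosen. Genes of IL-4, IL-21, IL-22 and IFN-γ were not among those tested. Alternatives were no filter on dim genes, a filter at the 50th percentile, the mean over clusters of a gene, quantile normalization or a shift to equal medians of all arrays, only the groups compared, an intensity trend with robust moderation, the methods' t-test, the block, and leaving out each array in turn. S4 Table was not used for a test, and no genomic coordinates are given because the annotation and the reference table use different assemblies.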

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

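The test of the p53 and collagen genes on arrays that share no control, the block with an estimated correlation, the test of the snoRNAs against cells given both agents or alloxan, and all counts over other splits of the arrays were chosen after the results were seen.

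Alloxan without GlcN went with higher p53 targets and lower collagens in IL-1β-stimulated cells, genes the paper does not discuss. All 14 p53 targets had a positive log2 difference from IL-1β alone, with a median of 0.493 (camera adjusted p = 1.4e-12; adjusted p = 0.97 with an estimated correlation, and 0.0497 with the block). None of 19 collagen and fibroblast matrix genes had a positive difference, with a median of -0.383 (camera adjusted p = 3.1e-15; adjusted p = 0.97 with an estimated correlation, and 0.197 with the block). In the unblocked fit 0 genes of either list passed. Blocked by experiment, 11 p53 targets were higher and 12 collagen and matrix genes lower (12 and 15 adjusted over the list alone), among them the cell cycle inhibitor gene CDKN1A at 0.88 ± 0.03 and the matrix protein gene POSTN at -1.10 ± 0.19 (SD, n = 3 experiments). With the block over the compared groups alone, 0 of all genes passed for alloxan.

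A single experiment as the source is argued against by the medians within experiments, of which the lowest for p53 targets was 0.41. Chance values of the IL-1β arrays as the whole source are argued against by GlcN with alloxan compared with GlcN, which uses none of them. There the p53 median was 0.184 and the collagen median -0.303, although the adjusted p was 0.978 with an estimated correlation for both. The IL-1β arrays may account for a part. The interaction median was -0.2 for p53 targets, with 1 of 14 positive, and 0.155 for collagens, with 13 of 19 positive. IL-1β against resting cells gave medians of -0.063 and 0.081 for these lists. Effects of alloxan through OGT and apart from it were not separated by this design.

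C/D box snoRNAs had a median of -0.419 with GlcN. That decrease did not pass in camera with an estimated correlation (adjusted p = 0.281, and 0.25 with the block). Of the 81 genes, 0 were lower over all genes without the block and 31 with it. The GlcN effect differed with alloxan by a median of 0.355 (camera adjusted p = 2.1e-45, and 0.554 with an estimated correlation). The interaction median was -0.031, 0.928 and 0.187 in the 3 experiments, so most of it lay in experiment 2, and with the block 0 of 81 passed, over all genes or over the list alone. The GlcN effect was below 0 in each experiment but only -0.105 in the weakest, by which a single experiment as the source cannot be told apart. GlcN with alloxan against alloxan alone gave a median of -0.1, with -0.441, 0 and 0.06 in experiments 1, 2 and 3. Alloxan alone gave 0.198, -0.319 and 0.121 from IL-1β alone, and IL-1β against resting cells 0.061, 0.455 and 0. With GlcN and alloxan together the median was -0.064 from IL-1β alone, with -0.224, -0.281 and 0.131 in the 3 experiments. Adding alloxan to GlcN gave a median of 0.382, with 0.161, 0.569 and 0.348 in experiments 1, 2 and 3. In that step 77 of 81 genes had a positive value, and with the block 17 were higher and 0 lower. Its camera adjusted p was 0.362 with an estimated correlation, and 0.366 with the block. Whether the GlcN arrays alone were low in snoRNAs or alloxan restored them stays open. Both give a rise on adding alloxan and a median near 0, and 2 experiments remained lower. H/ACA box snoRNAs, another list, had a median of -0.221 with GlcN, and 5 of 57 were positive. With the block 7 of them were lower and 0 higher. In experiments 1, 2 and 3 their GlcN median was -0.178, -0.4 and 0, and their interaction median 0, 0.388 and 0.002.

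ATF4 targets had an interaction median of -0.35, the GlcN effect being smaller with alloxan (camera adjusted p = 3.1e-33, and 0.554 with an estimated correlation). With the block 3 of 34 were lower, and 19 adjusted over the list alone. Alloxan without GlcN gave these targets a median of 0.11 from IL-1β alone, with 23 of 34 positive. Its camera adjusted p was 0.000119, and 0.97 with an estimated correlation, and with the block 8 were higher and 3 lower. The interaction therefore also holds the change with alloxan alone. From IL-1β alone the median was 0.907 with both agents and 1.069 with GlcN.

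Other splits of the arrays were counted for each comparison of 3 arrays with 3, where 10 splits are too few for a share under 0.05. The real split of GlcN gave 4 genes and the highest other 1, with 1 split as large. For IL-1β the values were 0 and 2, with 10 splits as large, and for GlcN with alloxan against IL-1β alone 1 and 2, with 2 splits as large. For alloxan, alloxan added to GlcN, and GlcN in the presence of alloxan they were 0 and 0. Blocked by experiment, the real splits gave 2010 genes for GlcN, 2250 for alloxan, 1145 for alloxan added to GlcN, 2958 for both agents and 595 for GlcN in the presence of alloxan. Of the 10 splits, 4 parted all 3 pairs, and the highest of the others gave 1 gene with the block. For the interaction, 100 of 100 drawn splits were as large as the real 0, and the highest gave 16407 genes, which points to a structure of the samples. Where the real count is 0 every split is as large, so these counts decide nothing. With the block over the 12 stimulated arrays the interaction gave 11 genes and the highest other split 1.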

How the results depend on the processing

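The block with quantile normalization, the methods' t-test after quantile normalization, the block with an experiment left out, the ratio on signals before the log, and the block with an estimated correlation or fry were chosen after seeing the data; the other alternatives were not. Results for compared groups moved most with the error that a fit took, since the unblocked fit counts the level of an experiment as error, and a normalization across arrays removes that level. No filter, the stricter filter, the mean over clusters, only the groups compared and the intensity trend moved no count by over 1.5 times and turned no sign. Values of genes are log2 differences. Over counts, shares and the cytokine genes TNF, IL24, CXCL8 and IL6, the alternatives gave 491 values on the same side and 210 that moved. A further 10 passed where the main value did not, 0 were lost and 9 had the other sign. Over single genes, among them the other cytokines, these numbers were 1115, 0, 211, 30 and 41. The calls lost were those of SPX, INHBE, BEST1 and CD180, with the methods' t-test, as deposited or after quantile normalization, with arrays left out and, except BEST1, with the block over the compared groups. Of 238 tests of lists, fry passed 0 in the unblocked fit, with adjusted p from 0.985 to 0.998 (0.992 for ATF4 targets with GlcN, 0.998 for NF-κB targets with IL-1β), and 74 with the block (4.7e-06 and 0.0352 for these 2). Camera with an estimated correlation passed 4, NF-κB targets with IL-1β, ATF4 targets with GlcN, and ATF4 targets and the unfolded protein response with GlcN in the presence of alloxan. With the block it passed 9, ATF4 targets, the unfolded protein response, immediate early genes and YAP/TAZ targets with GlcN in the absence and presence of alloxan, and p53 targets with alloxan. The interaction gave 0 calls with the block and any 1 experiment left out. Beyond the levels of the experiments, the cause was not tested. The arrays gave no measure of signal over background here, so limits for dim genes are unknown.

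With quantile normalization of all arrays, calls after adjustment were 190 higher and 138 lower for GlcN, 79 higher and 188 lower for alloxan, 6 higher and 91 lower for alloxan added to GlcN, 265 higher and 370 lower for GlcN with alloxan against IL-1β alone, 49 higher and 24 lower for GlcN in the presence of alloxan, 1 lower for the interaction. Unadjusted calls were 10 higher and 1 lower for IL-1β at 1.5-fold, 216 higher and 180 lower for GlcN at 1.5-fold, 56 higher for GlcN at 2-fold. Alloxan added to GlcN moved back 1 of S2 Table and 15 of S3 Table. In cells given alloxan alone these were 26 lower of S2 Table and 18 higher of S3 Table. IL6 (GlcN) passed at -1.07. CSF3 (GlcN) turned to 0.018.

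With arrays shifted to equal medians, calls after adjustment were 160 higher and 122 lower for GlcN, 67 higher and 126 lower for alloxan, 3 higher and 56 lower for alloxan added to GlcN, 268 higher and 304 lower for GlcN with alloxan against IL-1β alone, 36 higher and 18 lower for GlcN in the presence of alloxan, 1 lower for the interaction. Unadjusted, it gave 9 higher and 2 lower for IL-1β at 1.5-fold, 212 higher and 187 lower for GlcN at 1.5-fold, 54 higher for GlcN at 2-fold. Genes that moved back with alloxan numbered 1 of S2 Table and 9 of S3 Table. For alloxan without GlcN there were 22 lower of S2 Table and 16 higher of S3 Table. IL6 (GlcN) passed at -1.06. CSF3 (GlcN) turned to 0.004.

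With the experiment as a block (the replicate block), calls after adjustment were 893 higher and 1117 lower for GlcN, 1034 higher and 1216 lower for alloxan, 551 higher and 594 lower for alloxan added to GlcN, 1529 higher and 1429 lower for GlcN with alloxan against IL-1β alone, 314 higher and 281 lower for GlcN in the presence of alloxan, 2 higher and 10 lower for the interaction. Counts without adjustment were 13 higher and 2 lower for IL-1β at 1.5-fold, 211 higher and 214 lower for GlcN at 1.5-fold, 53 higher and 51 lower for GlcN at 2-fold. Alloxan added to GlcN moved back 21 of S2 Table and 47 of S3 Table. In cells given alloxan alone these were 84 lower of S2 Table and 62 higher of S3 Table. IL6 (GlcN) passed at -1.07. IL24 (GlcN) passed at -0.91.

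With the methods' t-test, calls after adjustment were 0 higher and 0 lower for GlcN, 0 lower for GlcN with alloxan against IL-1β alone. Unadjusted calls were 15 lower for GlcN at 2-fold.

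With the block over the compared groups, calls after adjustment were 1 higher and 0 lower for GlcN, 124 higher and 152 lower for GlcN with alloxan against IL-1β alone, 4 higher and 7 lower for the interaction. Unadjusted, it gave 11 higher and 1 lower for IL-1β at 1.5-fold, 200 higher and 194 lower for GlcN at 1.5-fold, 51 higher and 49 lower for GlcN at 2-fold.

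With the block and quantile normalization, calls after adjustment were 1101 higher and 998 lower for GlcN, 1123 higher and 1232 lower for alloxan, 455 higher and 734 lower for alloxan added to GlcN, 1566 higher and 1430 lower for GlcN with alloxan against IL-1β alone, 338 higher and 312 lower for GlcN in the presence of alloxan, 7 higher and 16 lower for the interaction. Counts without adjustment were 12 higher and 2 lower for IL-1β at 1.5-fold, 227 higher and 199 lower for GlcN at 1.5-fold, 56 higher and 46 lower for GlcN at 2-fold. Genes that moved back with alloxan numbered 21 of S2 Table and 58 of S3 Table. For alloxan without GlcN there were 89 lower of S2 Table and 70 higher of S3 Table. IL6 (GlcN) passed at -1.07. IL24 (GlcN) passed at -0.89. CSF3 (GlcN) turned to 0.018.

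With the methods' t-test after quantile normalization, calls after adjustment were 1 higher and 2 lower for GlcN, 4 higher and 3 lower for GlcN with alloxan against IL-1β alone, 2 higher for GlcN in the presence of alloxan. Unadjusted calls were 6 higher for IL-1β at 1.5-fold, 163 higher and 134 lower for GlcN at 1.5-fold, 52 higher for GlcN at 2-fold. CSF3 (GlcN) turned to 0.018.

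With the block and experiment 1 left out, calls after adjustment were 1 higher for IL-1β, 317 higher and 595 lower for GlcN, 263 higher and 509 lower for alloxan, 211 higher and 216 lower for alloxan added to GlcN, 691 higher and 786 lower for GlcN with alloxan against IL-1β alone, 92 higher and 59 lower for GlcN in the presence of alloxan. Unadjusted, it gave 21 higher and 5 lower for IL-1β at 1.5-fold, 182 higher and 271 lower for GlcN at 1.5-fold, 66 lower for GlcN at 2-fold. Genes that moved back with alloxan numbered 3 of S2 Table and 22 of S3 Table. For alloxan without GlcN there were 43 lower of S2 Table and 23 higher of S3 Table. IL6 (GlcN) passed at -1.00. IL6 (alloxan added to GlcN) turned to 0.15. IL24 (GlcN) passed at -1.08. IL17A (GlcN) turned to 0.039. CSF3 (GlcN) turned to 0.093.

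With the block and experiment 2 left out, calls after adjustment were 316 higher and 359 lower for GlcN, 294 higher and 591 lower for alloxan, 66 higher and 152 lower for alloxan added to GlcN, 626 higher and 747 lower for GlcN with alloxan against IL-1β alone, 64 higher and 33 lower for GlcN in the presence of alloxan. Counts without adjustment were 13 higher and 2 lower for IL-1β at 1.5-fold, 171 higher and 173 lower for GlcN at 1.5-fold, 56 higher for GlcN at 2-fold. Alloxan added to GlcN moved back 6 of S2 Table and 15 of S3 Table. In cells given alloxan alone these were 52 lower of S2 Table and 28 higher of S3 Table. IL24 (GlcN) passed at -0.77.

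With the block and experiment 3 left out, calls after adjustment were 490 higher and 404 lower for GlcN, 356 higher and 405 lower for alloxan, 20 higher and 137 lower for alloxan added to GlcN, 784 higher and 871 lower for GlcN with alloxan against IL-1β alone, 43 higher and 65 lower for GlcN in the presence of alloxan. Unadjusted calls were 18 higher for IL-1β at 1.5-fold, 308 higher and 273 lower for GlcN at 1.5-fold, 78 higher and 55 lower for GlcN at 2-fold. Genes that moved back with alloxan numbered 2 of S2 Table and 12 of S3 Table. For alloxan without GlcN there were 40 lower of S2 Table and 37 higher of S3 Table. IL6 (GlcN) passed at -1.29. IL17C (GlcN) turned to -0.016.

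Leaving out 1 array of the unblocked fit also unbalances the experiments, whose levels differ, and this can move any gene of that condition. Genes higher for GlcN ranged from 0 to 4, with 0 without IL-1β array 1, 0 without GlcN array 2, 0 without GlcN array 3. Genes lower for GlcN ranged from 0 to 2, with 2 without IL-1β array 1, 0 without GlcN array 1, 0 without IL-1β array 2, 0 without GlcN array 2, 0 without GlcN array 3. Genes lower for GlcN with alloxan against IL-1β alone ranged from 0 to 3, with 3 without IL-1β array 1, 0 without GlcN+alloxan array 1, 0 without IL-1β array 2, 0 without GlcN+alloxan array 2. Genes higher at 1.5-fold for IL-1β without adjustment ranged from 1 to 5, with 1 without resting array 1, 5 without IL-1β array 1. Genes lower at 1.5-fold for IL-1β without adjustment ranged from 0 to 4, with 4 without resting array 1, 2 without IL-1β array 2. Genes higher at 1.5-fold for GlcN without adjustment ranged from 12 to 67, with 12 without IL-1β array 1, 67 without GlcN array 1, 61 without IL-1β array 3, 18 without GlcN array 3. Genes lower at 1.5-fold for GlcN without adjustment ranged from 11 to 97, with 97 without IL-1β array 1, 11 without GlcN array 1, 12 without IL-1β array 2, 11 without IL-1β array 3. Genes higher at 2-fold for GlcN without adjustment ranged from 12 to 67, with 12 without IL-1β array 1, 67 without GlcN array 1, 61 without IL-1β array 3, 18 without GlcN array 3. Genes lower at 2-fold for GlcN without adjustment ranged from 11 to 97, with 97 without IL-1β array 1, 11 without GlcN array 1, 12 without IL-1β array 2, 11 without IL-1β array 3. Share of the S2 Table genes with a ratio under 1 ranged from 17.3% to 90.5%, with 17.3% without GlcN array 1, 90.5% without GlcN+alloxan array 1, 63.7% without GlcN array 2, 40.5% without GlcN+alloxan array 2, 84.5% without GlcN array 3, 17.3% without GlcN+alloxan array 3. Share of the S3 Table genes with a ratio under 1 ranged from 23.7% to 93.8%, with 93.8% without GlcN array 1, 23.7% without GlcN+alloxan array 1, 82.5% without GlcN+alloxan array 2, 41.8% without GlcN array 3, 90.4% without GlcN+alloxan array 3. IL6 (alloxan added to GlcN) ranged from -0.41 to 0.42, with 0.42 without GlcN+alloxan array 1, 0.26 without GlcN array 3. CXCL8 (alloxan added to GlcN) ranged from -0.006 to 0.54, with -0.006 without GlcN array 1. IL24 (alloxan added to GlcN) ranged from -0.21 to 0.83, with -0.21 without GlcN array 1, -0.069 without GlcN+alloxan array 3. TNF (GlcN) ranged from -0.73 to 0.24, with 0.24 without GlcN array 1. TNF (alloxan added to GlcN) ranged from -0.27 to 0.64, with -0.27 without GlcN array 1, -0.036 without GlcN+alloxan array 3. IL1B (GlcN) ranged from -0.46 to 0.41, with 0.33 without GlcN array 1, 0.41 without IL-1β array 3. IL12B (GlcN) ranged from -0.45 to 0.53, with -0.45 without IL-1β array 1, -0.11 without GlcN array 2, -0.32 without GlcN array 3. IL15 (GlcN) ranged from -0.13 to 0.33, with -0.13 without IL-1β array 1, -0.090 without GlcN array 3. IL17A (GlcN) ranged from -0.25 to 0.20, with 0.20 without GlcN array 1, 0.14 without IL-1β array 3. IL17B (GlcN) ranged from -0.37 to 0.45, with -0.37 without IL-1β array 1, -0.048 without GlcN array 2, -0.33 without GlcN array 3. IL17C (GlcN) ranged from -0.26 to 0.47, with -0.26 without IL-1β array 1, -0.11 without GlcN array 2, -0.21 without GlcN array 3. IL17D (GlcN) ranged from -0.40 to 0.74, with -0.40 without IL-1β array 1, -0.089 without GlcN array 2, -0.24 without GlcN array 3. IL18 (GlcN) ranged from -0.57 to 0.096, with 0.096 without GlcN array 1, 0.077 without IL-1β array 2. CSF3 (GlcN) ranged from -0.41 to 0.49, with 0.49 without GlcN array 1, 0.098 without IL-1β array 2, 0.28 without IL-1β array 3. IL13 (GlcN) ranged from -0.45 to 0.46, with -0.42 without IL-1β array 1, -0.012 without IL-1β array 2, -0.45 without GlcN array 3. TGFB1 (GlcN) ranged from -0.61 to 0.17, with 0.17 without GlcN array 1, 0.019 without IL-1β array 3. ADAMTS1 (alloxan added to GlcN) ranged from -0.57 to 0.51, with 0.51 without GlcN+alloxan array 1, 0.075 without GlcN array 2, 0.32 without GlcN array 3. ADAMTS1 (alloxan) ranged from -0.94 to 0.15, with 0.15 without alloxan array 1. OGT (GlcN) ranged from -0.20 to 0.57, with -0.20 without IL-1β array 1, -0.092 without GlcN array 3.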

Differences from the paper's values

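The block with quantile normalization, the methods' t-test after quantile normalization and the block with an experiment left out were chosen after the values were seen and are called added here. The other alternatives used in this section were set before the data were examined. Counts are at the paper's thresholds, a fold of 1.5 or 2 and an unadjusted p under 0.05. S4 Table lists normalized values, and that normalization was not repeated here.

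The paper's count of genes upregulated by IL-1β is 6, and 3 were counted here. Within 1.5 times of the paper's lay the count after a shift of the arrays to equal medians (9), the count without IL-1β array 1 (5) and, added after seeing the values, the methods' t-test after quantile normalization (6), which left 3 of the 7 genes of Table 1 uncalled. The remaining alternatives gave from 1 to 21. The paper's count of downregulated genes is 1, against 0 here, and quantile normalization and the block over the compared groups gave 1. The remaining alternatives gave 0 or from 2 to 5. Of the 7 genes of Table 1, 4 were not called here, 1 was not with quantile normalization, and 0 were left uncalled by the shift to equal medians, the block, the block over the compared groups, the added block with quantile normalization and the added block without experiment 2. The added block left 1 uncalled without experiment 1 and 2 without experiment 3. The methods' t-test as deposited left 6 uncalled, and the remaining alternatives 4 or 5.

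The paper counts 187 genes downregulated by GlcN at 1.5-fold, against 29 here. In the unblocked fit each gene under the unadjusted p was also past 2-fold, so smaller changes could not be counted. Quantile normalization (180), a shift to equal medians (187), the block (214) and the block over the compared groups (194) fell within 1.5 times of the paper's count, as did the added block with quantile normalization (199), methods' t-test after quantile normalization (134) and block without experiment 1 (271), 2 (173) or 3 (273). For upregulated genes the paper's count is 194, against 30 here. The first 6 of these settings gave 216, 212, 211, 200, 227 and 163, and the added block gave 182 without experiment 1 and 171 without experiment 2. At 2-fold the paper's count of upregulated genes is 53, against 30 here. The same 6 settings gave 56, 54, 53, 51, 56 and 52, the added block without experiment 1, 2 or 3 gave 44, 56 and 78, the intensity trend 36, and the fit without GlcN array 1 or IL-1β array 3 gave 67 and 61. No filter, the stricter filter, the mean over clusters, only the groups compared, the methods' t-test as deposited and the fits without any other array did not come within 1.5 times for these 3 counts.

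Of the 168 genes of S2 Table tested here, the added block with quantile normalization left 24 uncalled, the methods' t-test after quantile normalization 39, and the block without experiment 1, 2 or 3 left 19, 33 and 22. Of the 177 genes of S3 Table these settings left 11, 34, 34, 32 and 9. The unblocked fit left 143 and 147 uncalled, the methods' t-test as deposited 154 and 154, quantile normalization 24 and 12, the shift to equal medians 22 and 14, the block 19 and 17, and the block over the compared groups 19 and 18. No filter, the stricter filter, the mean over clusters, only the groups compared and the intensity trend left 143 to 145 and 140 to 147, and leaving out 1 array 93 to 162 and 113 to 165.

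The paper's fold change of TGF-β with GlcN is 10.84 in Table 4 as extracted, and that of TGFB1 was 0.846 here. The alternatives gave 0.655 to 1.13. The paper's text states that TGF-β was not substantially changed, and whether the table's value is a typing or extraction error is open.

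The paper states that IL-6, IL-24 and TNF-α genes were significantly lower with GlcN. After adjustment none of the 3 passed in the unblocked fit. IL6 passed with quantile normalization, a shift to equal medians and the block, and IL24 with the block. In settings added after seeing the values, both passed with the block and quantile normalization and with the block without experiment 1, IL6 also without experiment 3 and IL24 without experiment 2. TNF passed after adjustment in no setting run. Without adjustment, TNF and IL24 passed with quantile normalization, a shift to equal medians and each blocked fit, the added ones included, and IL24 also without IL-1β array 1. IL6 passed with all of these, without GlcN array 3 and with the methods' t-test, as deposited and, added, after quantile normalization. The paper states that the effect of GlcN on IL-24 was not affected by alloxan. The IL24 difference on adding alloxan was 0.31 with an SD of 0.06 over the experiments, which did not pass after adjustment in either fit.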

Other observations

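Cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, moved apart with GlcN. Of 19 genes 13 had a positive log2 fold change, with a median of 0.35 (camera adjusted p = 4.8e-16; adjusted p = 0.472 with an estimated correlation). In the blocked fit 12 were higher and 4 lower, over all genes and adjusted over the list alone, among them WARS1 at 1.99 ± 0.37 and AARS1 at 1.34 ± 0.18 (SD, n = 3 experiments). Of 16 mitochondrial synthetases, 1 was higher and 1 lower with the block. Collagens and fibroblast matrix genes had a median of -0.32 with GlcN, and 10 of 19 were lower and 1 higher with the block (12 and 2 adjusted over the list alone; adjusted p = 0.723 with an estimated correlation). Of 14 heat shock genes, 7 were lower with the block (9 adjusted over the list alone; adjusted p = 0.889 with an estimated correlation). In the unblocked fit no member of these lists passed over all genes.

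The OGT gene had a log2 fold change of 0.21 ± 0.10 with GlcN (SD, n = 3 experiments; limma adjusted p = 0.128 with the block). Fibroblast-like synoviocyte markers had a median of -0.09 with GlcN (camera adjusted p = 0.0258; adjusted p = 0.889 with an estimated correlation, and 0.088 for camera with the block). Of these 11 genes 1 was higher and 3 lower with the block, over all genes and adjusted over the list alone. Of 9 chondrocyte markers, 0 were higher and 1 lower with the block, likewise over the list alone (median 0.004; camera adjusted p = 0.601). Macrophage, endothelial and lymphocyte markers had medians of -0.002, 0.028 and 0.001 with GlcN, and none of their genes passed with or without the block. Without the block none of the genes of the 5 marker lists passed.

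The genes of S2 and S3 Tables were also read in cells given alloxan without GlcN, chosen after the values were seen. The 168 genes of S2 Table had a median log2 difference of -0.351 from IL-1β alone, and with the block 84 were lower and 6 higher. The 177 genes of S3 Table had a median of 0.208, and with the block 62 were higher and 20 lower. In the unblocked fit, and with the block over the compared groups, 0 of them passed. Independent lists would share 12.1 lower and 10.3 higher genes with S2 Table, and 10.8 higher and 12.8 lower with S3 Table. Both comparisons use the same IL-1β arrays. In 100 simulations with the fitted GlcN effects and no effect of alloxan, genes were chosen at 1.5-fold with the block. With noise independent between genes, the median lay from -0.05 to 0 for lowered genes and from 0.002 to 0.041 for raised ones, and at most 1 gene passed. With residuals of whole arrays as noise, which keeps the correlation between genes, it lay from -0.228 to 0.11 and from -0.13 to 0.236, in 3 of 100 runs as far as that of S3 Table and in 0 as far as that of S2 Table, and at most 3 genes passed. For alloxan alone, the genes were not chosen and read on separate IL-1β arrays, so part of the excess may come from these shared arrays. With the block and an experiment left out, the counts were 40 to 52 lower for S2 Table and 23 to 37 higher for S3 Table.

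Whether genes chosen on the GlcN arrays move back with alloxan was tested, as set beforehand, by choosing them in 2 experiments and reading them in the remaining one. Of genes lowered by GlcN, 44.1%, 51.4% and 65.3% moved back in experiments 1, 2 and 3, with a mean of 53.6%, and of all genes 44.8%, 37.8% and 43.9% moved that way. Selection on the GlcN arrays may therefore account for the share of lowered genes, and this stays open. Of genes raised by GlcN, 79.1%, 62.8% and 56.3% moved back, with a mean of 66.1%, and of all genes 36.7%, 52.9% and 43.3% moved that way. This share was above 50%, the bound set beforehand, and above that of all genes in each experiment, which argues against selection as the whole source, although in experiment 2 the share of all genes was itself above 50%.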
